# Quercetin promotes the proportion and maturation of NK cells by binding to MYH9 and improves cognitive functions in aged mice

**DOI:** 10.1186/s12979-024-00436-1

**Published:** 2024-05-10

**Authors:** Tingting Su, Haitao Shen, Mengyuan He, Shanshan Yang, Xue Gong, Ce Huang, Liuling Guo, Hao Wang, Shengyu Feng, Taotao Mi, Meili Zhao, Qing Liu, Fengjiao Huo, Jian-Kang Zhu, Jianbo Zhu, Hongbin Li, Hailiang Liu

**Keywords:** Quercetin (PubChem CID: 5280343), Hematopoietic stem cells, NK cells, MYH9, Cognitive level

## Abstract

**Background:**

Quercetin is a flavonol compound widely distributed in plants that possesses diverse biological properties, including antioxidative, anti-inflammatory, anticancer, neuroprotective and senescent cell-clearing activities. It has been shown to effectively alleviate neurodegenerative diseases and enhance cognitive functions in various models. The immune system has been implicated in the regulation of brain function and cognitive abilities. However, it remains unclear whether quercetin enhances cognitive functions by interacting with the immune system.

**Results:**

In this study, middle-aged female mice were administered quercetin *via* tail vein injection. Quercetin increased the proportion of NK cells, without affecting T or B cells, and improved cognitive performance. Depletion of NK cells significantly reduces cognitive ability in mice. RNA-seq analysis revealed that quercetin modulated the RNA profile of hippocampal tissues in aging animals towards a more youthful state. In vitro, quercetin significantly inhibited the differentiation of Lin^−^CD117^+^ hematopoietic stem cells into NK cells. Furthermore, quercetin promoted the proportion and maturation of NK cells by binding to the MYH9 protein.

**Conclusions:**

In summary, our findings suggest that quercetin promotes the proportion and maturation of NK cells by binding to the MYH9 protein, thereby improving cognitive performance in middle-aged mice.

**Graphical abstract:**

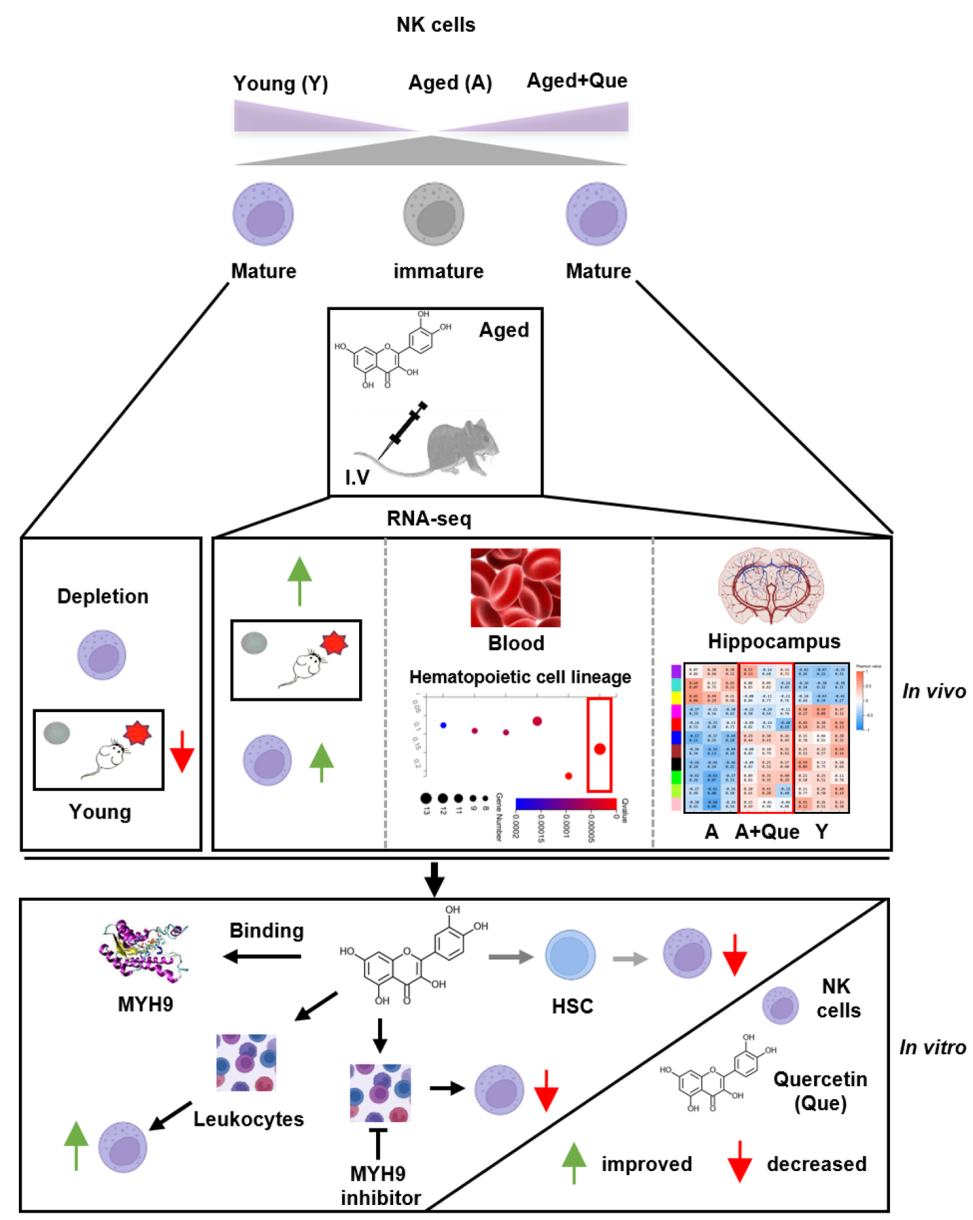

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12979-024-00436-1.

## Background

Aging is the consequence of the progressive functional decline of the organism and is a primary risk factor for the development of cancer, cardiovascular disease, memory loss, and various neurodegenerative diseases in the elderly population. Cognitive decline is a key characteristic of aging in humans [1]. Senescence-related neurological disorders in humans, such as Alzheimer’s disease, Huntington’s disease, and Parkinson’s disease, are associated with pathological cognitive decline. Normal aging in humans is also associated with a variety of changes, including cognitive decline, reduced mobility, and an increased prevalence of anxiety and depression.

Immunosenescence is the aging-related impairment of the immune system, and is associated with a reduced ability to respond to infections, deterioration of long-term immune memory, and dysregulation of immune surveillance [2]. Studies show that the immune system plays a critical role in the aging process and is closely linked to age-related diseases. For example, in a murine model of immune system senescence, the mice exhibited generalized senescence, and transplantation of their immune cells into wild-type animals accelerated senescence, shortening the lifespan of the recipient mice [3]. Moreover, improving immune function and redox status in mice with early senescence increases their life span [4]. Furthermore, a growing body of evidence shows that the immune system can regulate brain functions and ameliorate neurodegenerative disease symptoms and cognitive impairment [5, 6]. Indeed, immunodeficient mice exhibit marked deficits in learning and cognitive functions [7]. IL-4 (from T-cells) enhances cognitive ability in immunocompromised mice by modulating myeloid lineage (M2) cells [8]. Additionally, NK cells effectively remove α-synuclein aggregates and protect against neurodegenerative disorders, such as Parkinson’s disease and dementia with Lewy bodies, which are associated with pathological synuclein deposits [9].

In recent years, small molecule compounds have become a hotspot in several research fields for their numerous advantages, including natural origin, multi-target and multiple pathways of action, and few side effects. Quercetin is a flavonol compound with multiple biological activities that is widely distributed in the plant kingdom and present in a variety of foods, such as vegetables, fruits and tea [10]. Quercetin has a variety of biological effects in vivo and in vitro, including antioxidant [11], anti-inflammatory [12], anticancer [13–15], neuroprotective [16, 17] and anti-aging actions [18, 19]. Quercetin exerts its neuroprotective effects by targeting a variety of signaling pathways, including PI3K/AKT [20], JNK [21], Nrf2-ARE [22, 23], PNO2 [24] and MAPK [25]. Moreover, quercetin ameliorates age-related neurological diseases, including Alzheimer’s disease, Parkinson’s disease [26], and chronic cerebral ischemia [27], by activating the AMPK signaling pathway, reducing mitochondrial dysfunction [28] and enhancing oxidative defense mechanisms [29], thereby improving learning and memory functions. Additionally, quercetin has immunomodulatory effects. Quercetin inhibits lipopolysaccharide (LPS)-induced tumor necrosis factor (TNF-α) production in macrophages [30]. It also inhibits LPS-induced increases in the mRNA levels of TNF-α and interleukin-1α in glial cells [31], and it enhances the lytic activity of NK cells [32]. However, whether quercetin affects cognitive functions by modulating the immune system remains unclear. Therefore, in the present study, we investigate changes in cognitive abilities in aging mice treated with quercetin, and we analyze immune cell alterations in peripheral tissue, specifically, the spleen. We anticipate that the findings will provide a foundation for future studies on quercetin as a therapeutic agent for age-related cognitive and memory disorders.

## Results

### Quercetin improves short-term memory ability and increases the proportion of NK cells in middle-aged mice

We investigated anxiety/depression-like behaviors and the learning and memory abilities of middle-aged mice (10 months) treated with quercetin via tail vein injection (1 mg/kg every 2 days for 30 days) using the novel object recognition and open field tests. There was no significant difference in the number of crossings of the center area between the quercetin-treated and control groups in the open field test (Fig. 1A). Quercetin did not affect the anxiety levels of middle-aged mice, but in the novel object recognition test, the recognition index was significantly higher in the quercetin-treated group than in the control group (Fig. 1B). This result suggests that quercetin significantly improved the short-term memory ability of middle-aged mice. As mice age, the quantity and functions of immune cells undergo changes. Our previous studies demonstrated an association between immune cells and cognitive function [33, 34]. Therefore, we examined the immune cell population in the spleen after quercetin treatment. Compared with the control group, the proportions of T and B cells in the quercetin-treated mice were not significantly different (Fig. 1C, D). However, there was a significant increase in the proportion of NK cells (Fig. 1E, F). These findings suggest that quercetin treatment had no impact on the splenic T and B cell populations, but increased the proportion of NK cells. Therefore, the influence of quercetin on short-term memory in middle-aged mice may be related to its effect on NK cells.

**Fig. 1:**
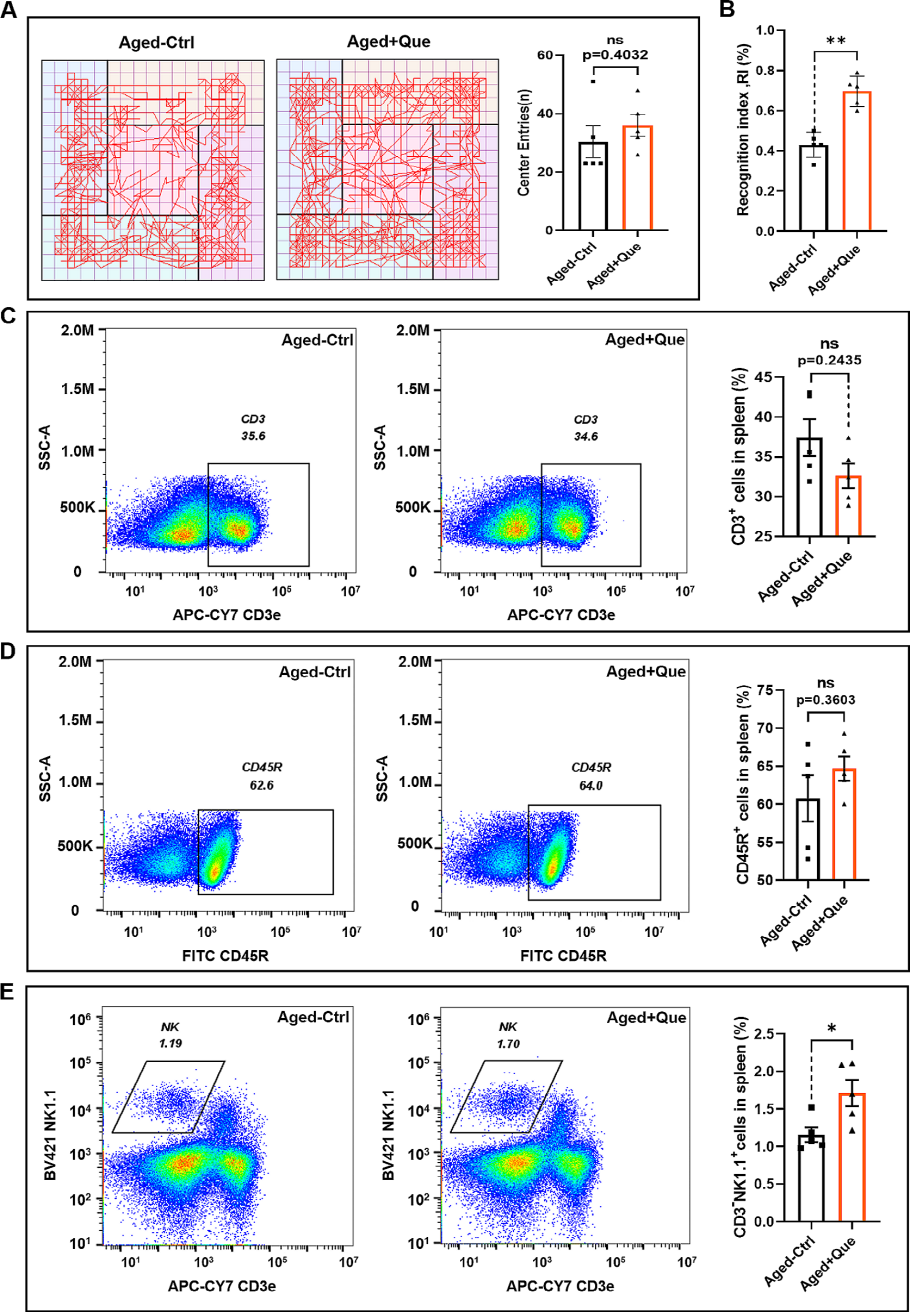
Quercetin improves cognitive ability and increases the number of NK cells in middle-aged mice. (**A**) Representative path plots and the number of crossings of the central region in the open field test for quercetin-treated (Que) and control mice. (**B**) Recognition indexes of the Que and control groups in the novel object recognition experiment. (**C**) Representative flow cytometry plots and bar graphs of T cells in the spleens of Que and control groups of mice. (**D**) Representative flow cytometry plots and histograms of B cells in the spleens of Que and control groups of mice. (**E**) Representative flow cytometry plots and histograms of NK cells in the spleens of the Que and control groups. (*n* = 5 for each group, ns *p* > 0.05, *p < 0.05, **p < 0.01)

### Quercetin promotes the maturation of NK cells

NK cells are components of the innate immune system, but they also participate in the adaptive immune system and in the immune memory response [35]. Mouse NK cells were identified by CD3^−^NK1.1^+^ labeling, and mature functional NK cells were divided into three different subsets according to their expression of CD27 and CD11b, as follows: CD27^+^CD11b^−^ (immature), CD27^+^CD11b^+^ (intermediate mature) and CD27^−^CD11b^+^ (mature) [36]. CD27^+^CD11b^−^ cells represent immature NK cells with potent proliferative ability. CD27^+^CD11b^+^ cells are intermediate mature NK cells with the highest cytotoxicity. CD27^−^CD11b^+^ cells are terminal mature NK cells with a strong ability to secrete cytokines. To further investigate the effects of quercetin on NK cells, we conducted a quantitative analysis of NK cell subsets in the spleen following quercetin treatment. Flow cytometry showed that, compared with young mice, the proportion of early CD27^+^CD11b^−^ NK cells were increased significantly in middle-aged mice (Fig. 2A, B). There was no statistically significant difference in the proportion of intermediate phase CD27^+^CD11b^+^ NK cells (Fig. 2C), but there was a significant decrease in the proportion of terminally mature CD27^−^CD11b^+^ NK cells (Fig. 2D). Following quercetin treatment in middle-aged mice, the proportion of early CD27^+^CD11b^−^ NK cells decreased, while the proportion of terminal mature CD27^−^CD11b^+^ NK cells increased. These results indicate that quercetin promotes the maturation of NK cells.

**Fig. 2:**
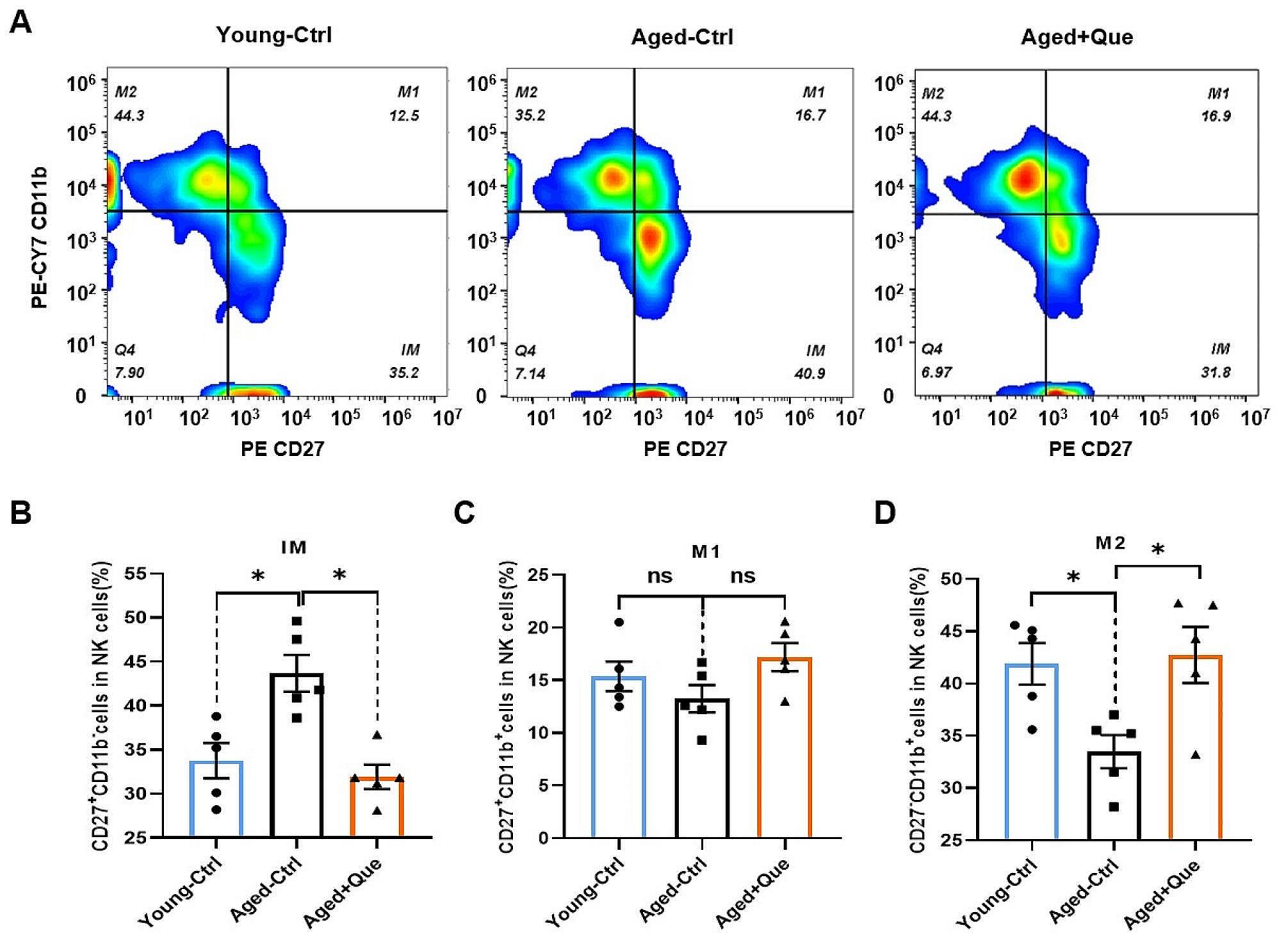
Quercetin promotes NK cell maturation in vivo. (**A**) Representative flow cytometry profiles of NK cell subsets in the spleens of young control, middle-aged control (Ctrl) and quercetin-treated (Que) mice. (**B**) Proportions of CD27^+^CD11b^−^ NK cells (immature, IM). (**C**) Proportions of CD27^+^CD11b^+^ NK cells (intermediate mature, M1). (**D**) Proportions of CD27^−^CD11b^+^ NK cells (mature, M2). (*n* = 5 for each group, ns *p* > 0.05, *p < 0.05)

### Quercetin enhances the proportion of NK cells and facilitates NK cell maturation in vitro

Aging leads to a decline in the self-renewal ability of hematopoietic stem cells (HSCs) in the body, resulting in an increased number of HSCs differentiating into myeloid lineage cells, a decreased number of HSCs differentiating into gonadal lineage cells, and the reduced production of immune cells [37]. The NK cells in peripheral tissues observed were derived from HSCs. The above findings demonstrate that quercetin increases the proportion of NK cells and promotes NK cells differentiation in vivo. We therefore investigated whether quercetin predominantly impacts the proportion or maturation of NK cells. The effect of quercetin on NK cells was investigated by treating spleen mononuclear cells in vitro using four different concentrations of the compound (3.125, 6.25, 12.5 and 25 µM). These concentrations had no significant effect on T or B cells. However, 12.5 and 25 µM quercetin markedly increased number of NK cells (Fig. S1). Thus, a concentration of 25 µM was used for subsequent experiments. Quercetin at 25 µM not only promoted NK cell number (Fig. 3A), but also reduced the number of early CD27^+^CD11b^−^ cells and increased the number of terminally mature CD27^−^CD11b^+^ cells (Fig. 3B, C). These findings are consistent with the in vivo results obtained from quercetin-treated mice, suggesting that quercetin increases the percentage of NK cells and promotes NK cells differentiation in the spleen.

**Fig. 3:**
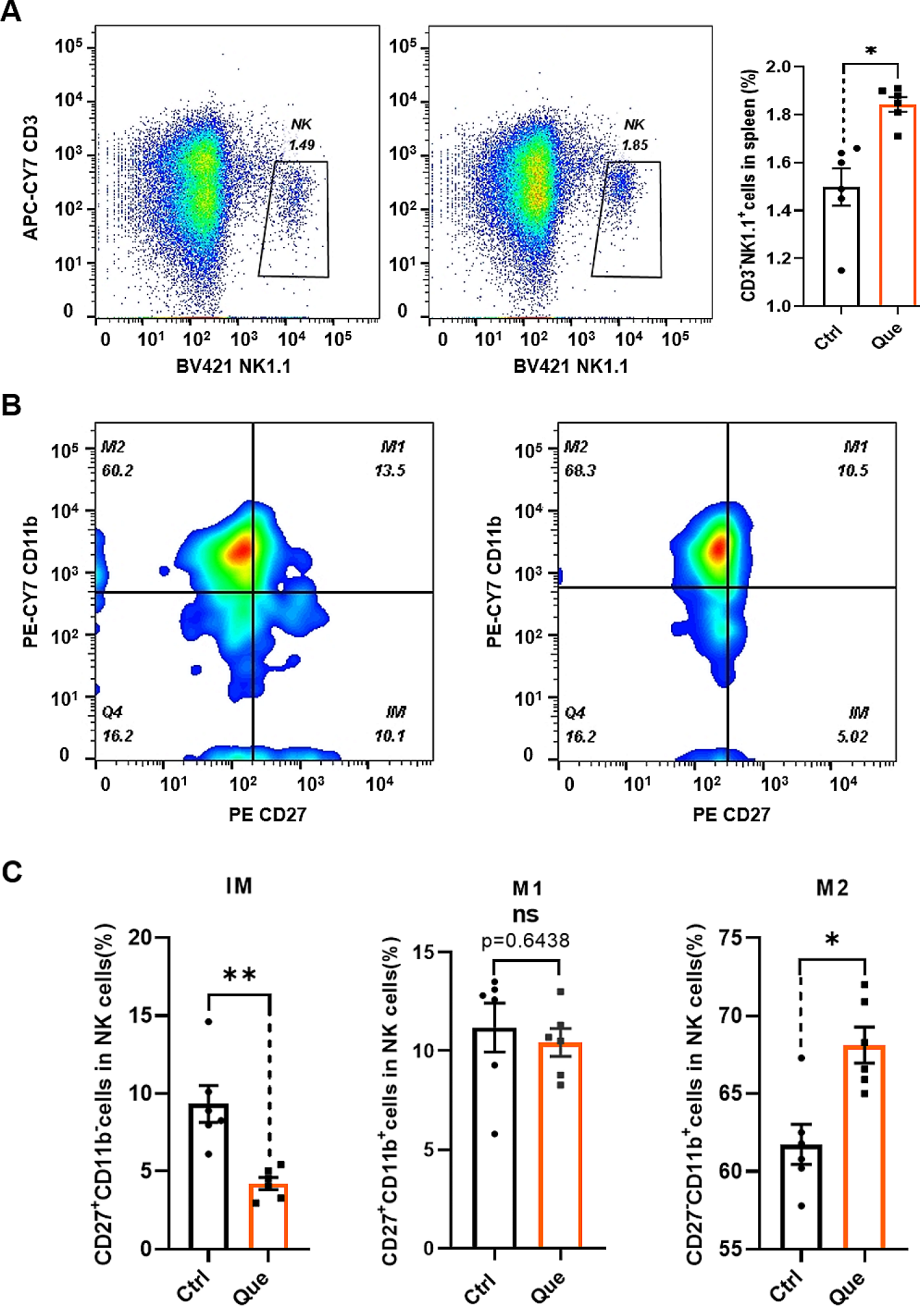
Quercetin promotes the proportion and maturation of splenic NK cellsin vitro. Cells were treated with 25 µM quercetin (Que) or DMSO (Control). (**A**) Representative flow cytometry profiles and bar graphs of splenic NK cells. (**B**) Representative flow cytometry profiles of NK cell subpopulations (immature cells, IM; intermediate mature cells, M1; mature cells, M2). (**C**) The proportions of CD27^+^CD11b^−^ (IM), CD27^+^CD11b^+^ (M1) and CD27^−^CD11b^+^ (M2) NK cell subpopulations. Data represent mean ± SEM. *P < 0.05. **p < 0.01. ns, not significant, vs. Ctrl

### Quercetin inhibits the differentiation of HSC-derived NK cells

To examine the effect of quercetin on the differentiation of HSC-derived NK cells, we conducted in vitro differentiation experiments. To ensure that the concentration of quercetin was non-cytotoxic and did not induce cellular damage, three concentrations of quercetin (6.25, 12.5 and 25 µM) were selected for treating HSCs during the proliferative period, and their viability was assessed using the CCK-8 assay. None of the three concentrations of quercetin exhibited cytotoxicity towards HSCs. A concentration-dependent increase in HSC proliferation was observed (Fig. S2). Therefore, 25 µM quercetin was chosen for the following experiments. HSCs obtained from bone marrow were sorted to obtain Lin^−^CD117^+^ cells, which were then co-cultured with OP9 cells for 21 days. The culture medium was supplemented with appropriate differentiation factors to establish an in vitro culture model of HSC-to-NK cell differentiation. Following 7 days of culture, HSCs differentiated into common lymphoid progenitor (CLP) cells, which subsequently matured into CD122^+^ rNKP cells after an additional 7 days of culture. The rNKP cells then proceeded to differentiate into NK1.1^+^ NK cells (Fig. 4A). Flow cytometry analysis was used to examine CD122^+^ rNKP cells on the 14th day of differentiation culture, as well as NK1.1^+^ NK cells on the 18th day. After 14 days of differentiation, the Control group contained approximately 2% CD3^−^CD122^+^ rNKP cells, whereas the quercetin group did not contain any CD122^+^ cells (Fig. 4B). On the 21st day of differentiation, the CK group contained approximately 16% NK1.1^+^ cells, indicating successful differentiation of HSCs into NK cells. In contrast, the quercetin group did not express CD122 or NK1.1, suggesting the absence of NK cell differentiation from HSCs (Fig. 4C). Together, these in vitro findings suggest that quercetin does not promote the differentiation of HSCs into NK cells, but instead significantly impedes the differentiation of NK cells derived from HSCs.

**Fig. 4:**
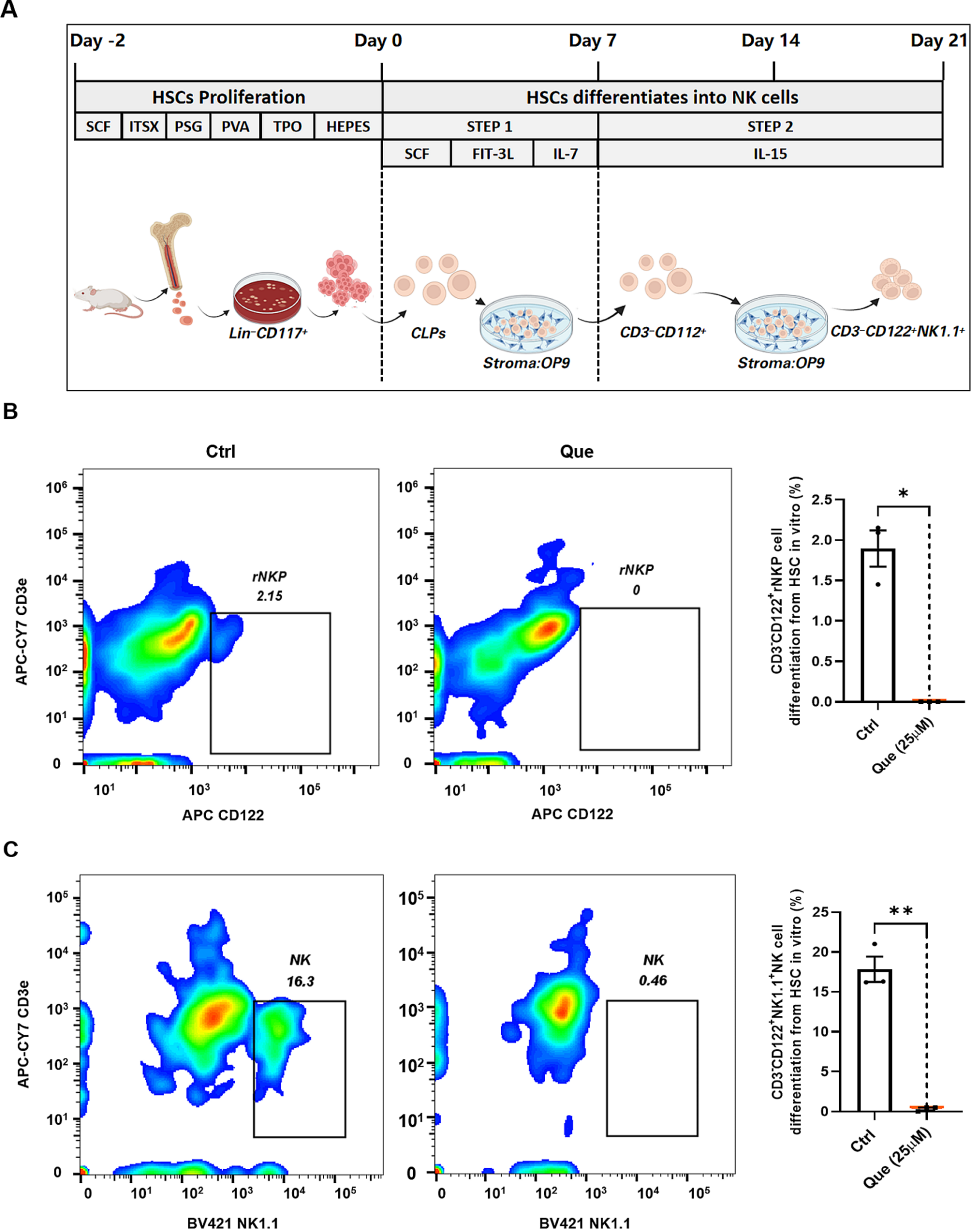
Quercetin inhibits the differentiation of HSCs to NK cells. (**A**) Culture protocol for the differentiation of Lin^−^CD117^+^ hematopoietic stem cells into NK cells. (**B**) Representative flow cytometry profiles and bar graphs for the differentiation of 25 µM quercetin-treated (Que) and DMSO-treated (Control) Lin^−^CD117^+^ hematopoietic stem cells into rNKP cells. (**C**) Representative flow cytometry profiles and bar graphs for the differentiation of Que and Control Lin^−^CD117^+^ hematopoietic stem cells into NK cells. Data represent mean ± SEM. *P < 0.05. **p < 0.01

### Quercetin targets the MYH9 protein

To further clarify the effects of quercetin on immune cells and uncover its target proteins and associated signaling pathways, we isolated PBMCs from C57BL/6 mice. Total cellular protein from PBMCs was extracted, and the interaction between quercetin and the extracted total protein was evaluated using Metpro protein–ligand interaction detection technology. Following incubation with quercetin, total cellular protein was enzymatically digested with trypsin, and the resulting peptides were eluted and analyzed using nanoLC-MS/MS, which successfully identified a total of 667 proteins and 1,596 peptides (Fig. 5A). To assess similarities and differences between the groups, we performed principal component analysis (Fig. 5B). In addition, differential screening of the detected peptide fragments was performed, resulting in the identification of 189 differentially-expressed peptides between the control and quercetin-treated groups (Fig. 5C and Fig S3). Subsequently, the 50 peptides displaying the most significant differential expression levels were subjected to hierarchical cluster analysis and visualized by heat map (Fig. 5D). This revealed a significant enrichment of multiple proteins associated with the cellular cytoskeleton, including the non-myosin IIA-MYH9 protein, caused by quercetin treatment. Furthermore, these differential peptides were labeled with subordinate proteins, and KEGG analysis was performed to identify significantly-enriched metabolic pathways. The analysis revealed a strong correlation between quercetin and pathways linked to coronavirus diseases, focal adhesions, platelet activation, lipids, and atherosclerosis (Fig. 5E). We constructed an interaction network diagram of the differentially-expressed proteins (Fig. 5F) and analyzed the connectivity between these interacting proteins (Fig. 5G), which revealed an association between quercetin and the MYH9 protein. The MYH9 protein, a fundamental constituent of the cellular skeleton, plays a critical role in preserving and facilitating the functionality of HSCs [38]. Additionally, it exerts influence over immune cells and regulates the cytotoxicity of NK cells [39]. Thus, the MYH9 protein is likely to be a primary target of quercetin. Therefore, we simulated their binding using CB-Duck and AutoDuck molecular docking software. In order to obtain more accurate docking results and prevent blind searching for the optimal ligand conformation throughout the entire protein structure, we initially employed the online molecular docking tool CB-DOCK to predict potential binding sites for quercetin and the protein. Subsequently, AutoDock simulations were performed based on the cavity dimensions of the predicted binding sites. After docking, we chose the docking results with the lowest binding energy and hydrogen bond generation in AutoDock, as well as a shared binding site in CB-DOCK. The simulation results showed that quercetin was located in the same cavity of the MYH9 protein, using both docking tools, with three common binding sites—arginine 424, aspartic acid 590 and arginine 644 (Fig. 5H).

**Fig. 5:**
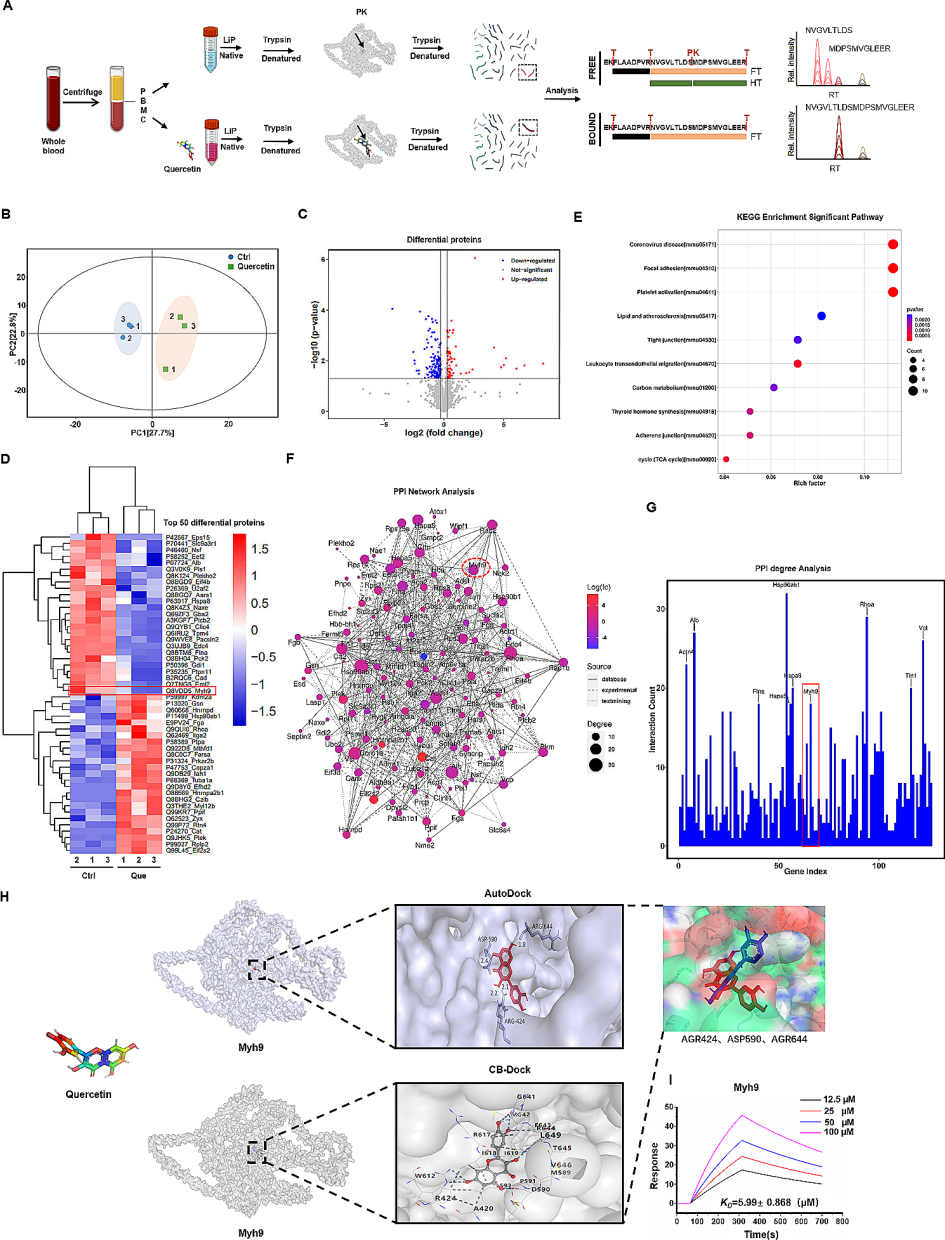
Quercetin binds to MYH9 protein. (**A**) Label-free quantitative (LFQ) proteomics study. Schematic of the experimental design of nanoLC-mass spectrometry analysis for investigating the interaction between quercetin (Que) and PBMC proteins. (**B**) Principal component analysis (PCA) plot of control and quercetin-treated samples. (**C**) Volcano plot of the differential expression of peptides between the quercetin-treated and control groups. (**D**) Heatmap representation of the differentially-expressed peptides. (**E**) KEGG analysis of the differentially-expressed peptides. (**F**) Protein–protein interaction (PPI) network analysis of the differentially-expressed proteins. (**G**) Histogram displaying the connectivity of interacting proteins in the differentially-expressed protein set. The y-axis shows the number of proteins involved in the protein–protein interactions. (**H**) Visualization of the predicted binding sites for quercetin and MYH9 protein using AutoDock and CB-Duck. (**I**) Binding affinity of SPR COOH and MYH9-quercetin interactions. MYH9 was immobilized on COOH chips with quercetin concentrations (from top to bottom) of 100, 50, 25 and 12.5 µM

Surface plasmon resonance (SPR) analysis was employed to verify the binding capability of the MYH9 protein to quercetin. Based on the analysis of the binding constant (Ka), dissociation constant (Kd), affinity constant (KD), response curve, and affinity ranking of quercetin for MYH9 protein at varying concentrations, a specific 1:1 binding interaction between quercetin and MYH9 protein was identified. Moreover, the MYH9 response to quercetin displayed a trend towards concentration-dependency (Fig. 5I). These results demonstrate specific binding of quercetin to MYH9. Therefore, quercetin may have potential as a modulator of NK cell function through its specific targeting of MYH9.

### MYH9 protein promotes the proportion and maturation of NK cells

To investigate the role of MYH9 in NK cell proportion and maturation, mouse spleen mononuclear cells were treated with the MYH9 inhibitor blebbistatin (10 µM). Flow cytometric analysis was performed to examine the abundance of NK cells, which revealed a significant inhibition of NK cell proportion by blebbistatin compared with the control group (Fig. 6A). Notably, this inhibitory effect was significantly mitigated by treatment with quercetin (25 µM) (Fig. 6B). We also analyzed the NK cell subpopulations (Fig. 6C), which showed that there was no statistically significant difference in the number of early CD27^−^CD11b^+^ NK cells between the control and blebbistatin-treated groups (Fig. 6D), whereas the number of mid-phase CD27^+^CD11b^+^ NK cells was increased (Fig. 6E) and the number of end-phase CD27^−^CD11b^+^ NK cells was decreased (Fig. 6F). Quercetin treatment significantly increased the number of terminally differentiated NK cells (Fig. 6F). These results show that downregulation of MYH9 in splenocytes inhibits the proportion and maturation of NK cells. This inhibitory effect is relieved by quercetin. MYH9 promotes the proportion and maturation of NK cells, and quercetin exerts its regulatory effects on NK cells by binding to MYH9.

**Fig. 6:**
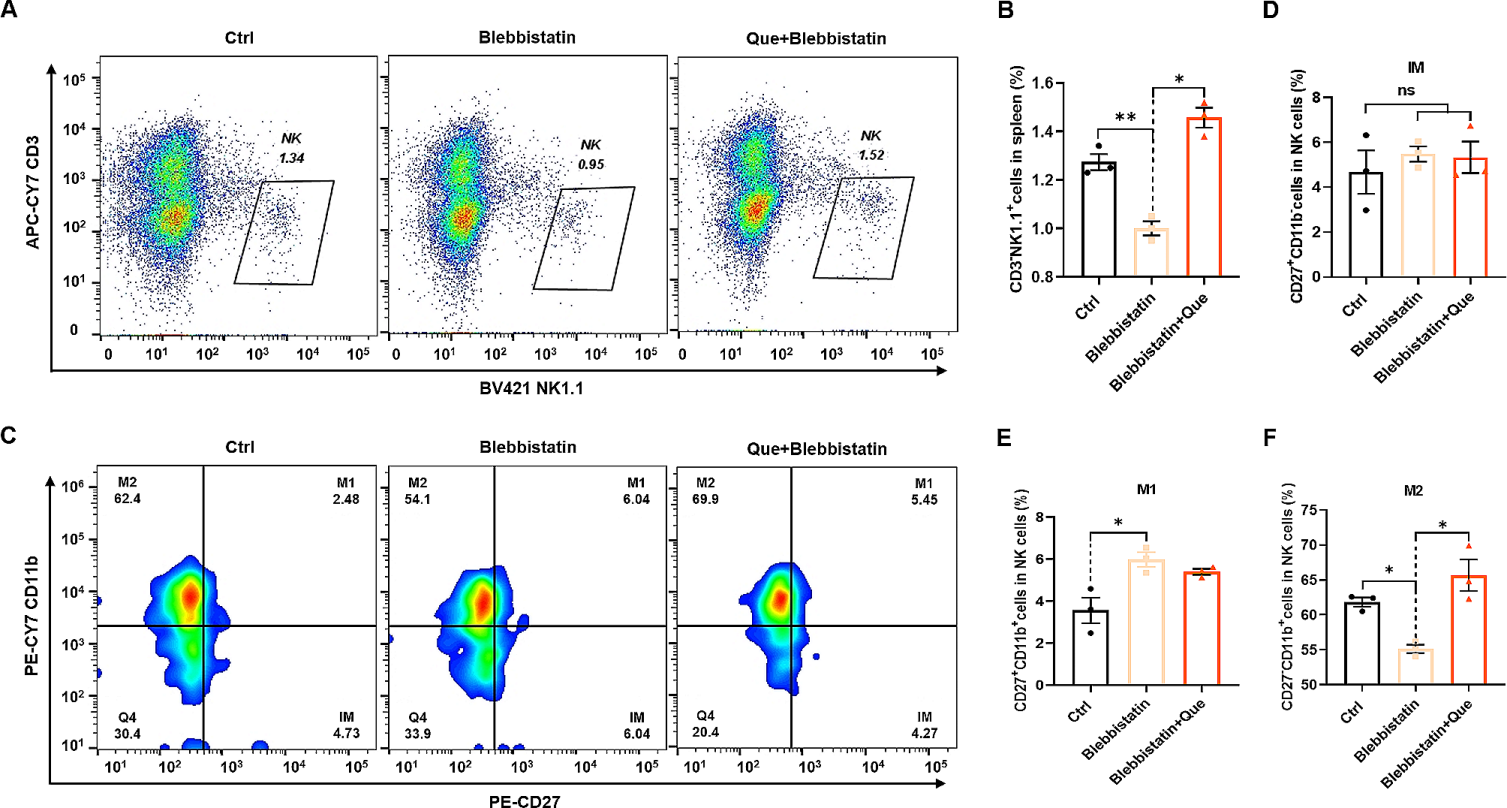
MYH9 protein promotes NK cell proportion and maturation. Representative flow cytometry profiles (**A**) and proportions (**B**) of NK cells among control (Ctrl), blebbistatin-treated (Blebbistatin), and quercetin (Que; 25 µM) + blebbistatin-treated spleen mononuclear cells. **C**, Representative flow cytometry profiles (**C**) and proportions of NK cell subpopulations CD27^+^CD11b^−^ (**D**), CD27^+^CD11b^+^ (**E**) and CD27^−^CD11b^+^ (**F**) among ctrl, blebbistatin, and blebbistatin + Que- treated spleen mononuclear cells. Data represent mean ± SEM. *P < 0.05. **p < 0.01. ns, not significant, vs. Ctrl

### Depletion of NK cells significantly reduces short-term memory ability in mice

Numerous studies show an involvement of the immune system in the regulation of brain function, with peripheral immune cells capable of impacting cognition by entering the [7]. NK cells have been detected in the brain parenchyma, and they have been demonstrated to participate in neural repair after damage to the CNS, improve brain damage in Parkinson’s disease, and play a neuroprotective role [40]. To further assess the role of NK cells in cognitive function in mice, we depleted NK cells by intraperitoneal injection of anti-NK1.1 antibody [41, 42] and then evaluated cognitive performance. To assess the efficacy of NK cell depletion, we employed flow cytometry analysis to measure the percentage of NK cells in blood after the novel object recognition and open field tests were conducted. The analysis revealed a reduction in the proportion of NK (CD3^−^NK1.1^+^) cells in the group treated with anti-NK1.1 antibody, compared with the control group injected with IgG2a (Fig. 7A). This demonstrates that the mice were lacking NK cells when they performed the novel object recognition and open field tests. During the open field test, no statistically significant difference was observed in the number of center zone crossings between the NK cell depletion group and the isotype control group (Fig. 7B), indicating that NK cell depletion had no impact on anxiety or depressive behaviors in mice. In contrast, the novel object recognition test showed that the cognitive index in the anti-NK1.1 antibody group was decreased compared with the isotype control group (Fig. 7C), suggesting that short-term memory functions were impaired. These findings collectively demonstrate an influence of NK cells on the cognitive abilities of mice.

**Fig. 7:**
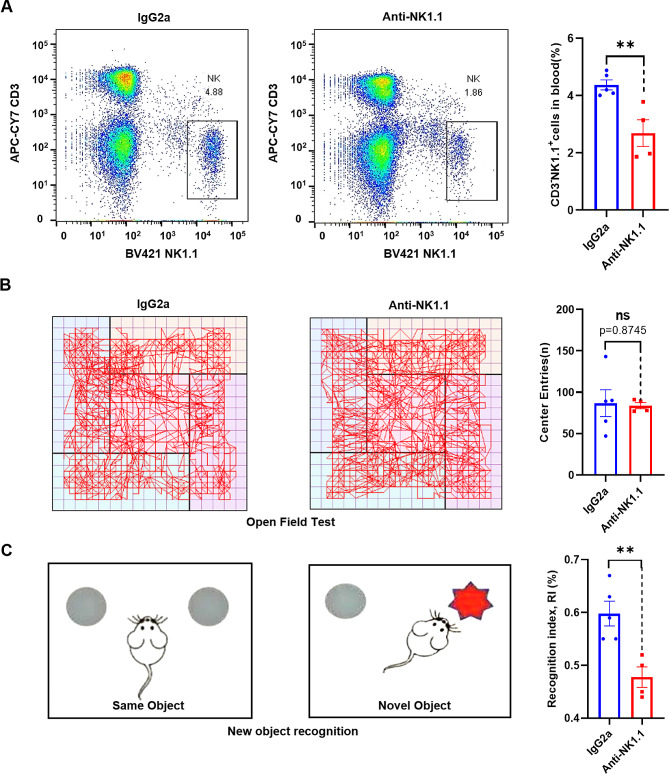
Depletion of NK cells reduces short-term memory ability in mice. (**A**) Representative flow cytometry profiles and bar graphs of NK cells in the spleens of IgG2a and anti-NK1.1 antibody-treated 8-week-old C57BL/6 mice. (**B**) Representative pathway maps and number of crossings of the central area in the open-field test in IgG2a and anti-NK1.1 antibody-treated 8-week-old C57BL/6 mice. (**C**) Schematic of the novel object recognition (NOR) experiment. The cognitive index from the NOR test in IgG2a and anti-NK1.1 antibody-treated 8-week-old C57BL/6 mice. Data represent mean ± SEM. **p < 0.01. ns, not significant, vs. IgG2a

### Quercetin improves gene expression patterns in the hippocampus of middle-aged mice

The hippocampus is a crucial region of the brain involved in learning and memory [43]. NK cells have been detected in the dentate gyrus region of the hippocampus [44]. To further investigate the effects of quercetin treatment on the brains of middle-aged mice, we performed RNA-seq analysis of the hippocampus from 8-week-old young mice, 10-month-old middle-aged mice and middle-aged mice given quercetin treatment. 

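Hippocampal RNA-seq was analysed from 9 libraries, 3 from young control mice (8 weeks), 3 from middle-aged control mice (10 months) and 3 from middle-aged mice given quercetin, a plant flavonol, at 1 mg/kg every 2 days. The paper gives 30 days of treatment for its behaviour experiment, and the sample labels give 24 days. The labels describe each library as a separate sample, and nothing read here says that each came from 1 mouse, so p-values measure the spread between these samples. The deposited values are FPKM, fragments scaled to gene length and to the mapped total of each library, which the authors computed for 22173 genes, with 2 decimals. For these values the paper names HISAT2 (2.0.4), Bowtie2 (2.2.5) and RESM, while the submitters' processing notes name TopHat2, Cufflinks and the mouse build GRCm38. FPKM holds no read counts, so the absolute depth is unknown. Steps of 1 read in low genes gave relative depths between 0.992 (middle-aged control 1) and 1.01 (young control 1). Only values close to each gene's smallest nonzero value entered, which holds these estimates close together in advance. They cannot by themselves show equal depth. From the FPKM, 13062 genes with at least 1 FPKM in at least 3 of the 9 libraries were tested with limma on log2(FPKM + 1), which understates the change of low genes, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. All 9 libraries shared 1 estimate of the spread. Gene lists fixed before the data were examined were tested with camera. Transcripts of the choroid plexus, a tissue next to the hippocampus, were high in young control 3 and middle-aged quercetin 2: Ttr, which encodes transthyretin, had 2390 and 930 FPKM there, against 1.08 to 28.3 FPKM in the other 7 libraries.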

The analysis revealed high similarity between the hippocampal samples from the young group and the quercetin-treated middle-aged group by principal component analysis. Moreover, the hippocampal samples from the middle-aged control group differed significantly from the other two groups (Fig. 8A). 

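The quercetin-treated libraries were at a mean Euclidean distance of 21.1 from the young libraries and 21.3 from the middle-aged control libraries, over log2(FPKM + 1) of the tested genes. The mean distance within groups was 20.6. Of the 3 quercetin-treated libraries, quercetin 3 was nearest to young control 2, quercetin 1 to middle-aged control 3, and quercetin 2 to quercetin 1. Each middle-aged control was nearest to another middle-aged control. Middle-aged control 1, 2 and 3 lay at mean distances of 18.5, 20.4 and 19.1 from their own group, against 20.9 to 23.0 from the other groups. Young control 3 lay at 23.9 from its own group, which raises the mean within groups. Average-linkage clustering into 3 branches put young control 1, young control 2, middle-aged control 2 and quercetin 3 in 1 branch. Young control 3 and quercetin 2, both high in choroid plexus transcripts, formed another branch.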

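The middle-aged control libraries were the lowest on the first principal component, with scores of -8.14, -3.73 and -8.88, against -1.74 to 14.3 in the other 6 libraries. This component held 24.6% of the variance and was led by Ttr, Ecrg4 and Enpp2, genes expressed in the choroid plexus. Its highest scores were 14.3 in young control 3 and 9.27 in middle-aged quercetin 2. The middle-aged control group was 1.65 within-group SD away from the others on this component. Without the genes of the choroid plexus list, an alternative chosen after seeing the data, the separation was 3.42 within-group SD. Over all tested genes the middle-aged controls lay at a mean distance of 22.6 from the young libraries. The mean distance of middle-aged controls to the other 6 libraries exceeded that between the other 2 groups by 0.815, and an exact permutation test (1680 assignments, 1-sided) gave p = 0.206.

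**Figure D1:**
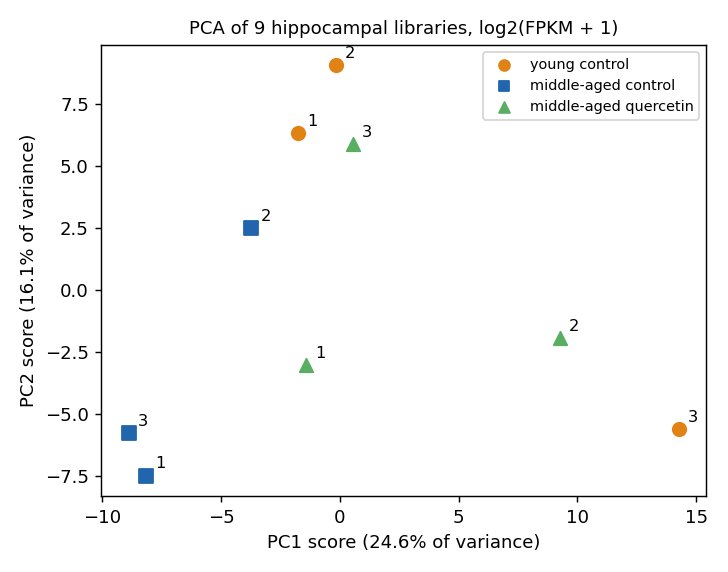
Scores of the 9 libraries on the first (x axis) and second (y axis) principal component of log2(FPKM + 1), with colour and symbol for the group and the number for the replicate. The 3 middle-aged control libraries sit between -8.88 and -3.73 on the first component, and young control 3 and middle-aged quercetin 2 sit at 14.3 and 9.27.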

Next, we conducted pairwise comparison analysis of the three groups. The differentially-expressed genes between each pair of groups were analyzed by hierarchical clustering and visualized by heat map (Fig. 8B). This revealed a substantial number of differentially expressed genes between the young and middle-aged control mice (Fig. 8C). 

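In the middle-aged control group 11 genes were higher and 19 lower than in the young group. Of the 17 tested genes of the glucocorticoid response list, 5 were lower and none higher, 15 lower when adjusted over the list alone (median log2 fold change -0.30, camera adjusted p = 2.72e-19; adjusted p = 0.0670 with an estimated correlation). Among them, Tsc22d3, a glucocorticoid-induced regulator of inflammation, fell from 51.8 ± 4.15 to 33.9 ± 1.58 FPKM (SD, n = 3 each), a log2 fold change of -0.60 (standard error 0.0605, adjusted p = 0.00219 from limma). Cdkn1a, the cyclin-dependent kinase inhibitor p21 (chromosome 17 of GRCm38, 29090979 to 29100722), changed by -0.88 (standard error 0.0967, adjusted p = 0.00362 from limma). Zbtb16, a zinc finger transcription factor, and Arrdc2 changed by -0.55 and -0.52. Dio2, the deiodinase that activates thyroid hormone, fell from 17.5 ± 1.47 to 11.2 ± 0.342 FPKM (SD, n = 3 each). Tmem181a on chromosome 17 (6256726 to 6308314) had the smallest adjusted p, 4.73e-06 from limma, and fell from 85.8 ± 1.96 to 51.4 ± 0.832 FPKM (SD, n = 3 each). Its neighbours Dynlt1b and Dynlt1f, which encode dynein light chains and may share reads with near-identical copies, changed by -1.43 and -0.86. On chromosome 13, Nnt, the mitochondrial nicotinamide nucleotide transhydrogenase, changed by -0.78, while the nearby Tmem267 and the chemokine gene Ccl28 changed by 1.75 and 0.99. Among the higher genes were also Mid1, Pisd, Ly86 and the protocadherin genes Pcdhb9 and Pcdhga2, which belong to tandem families of related genes and may share reads. The pseudogene Rpl34-ps1 was listed at 0 in all young libraries and at 1.70, 1.06 and 1.49 FPKM in the middle-aged controls. The count was 18 without young control 2, 11 without middle-aged control 1, and 9 without young control 3 and middle-aged quercetin 2, the libraries with choroid plexus transcripts, a setting chosen after seeing the data.

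**Figure D2:**
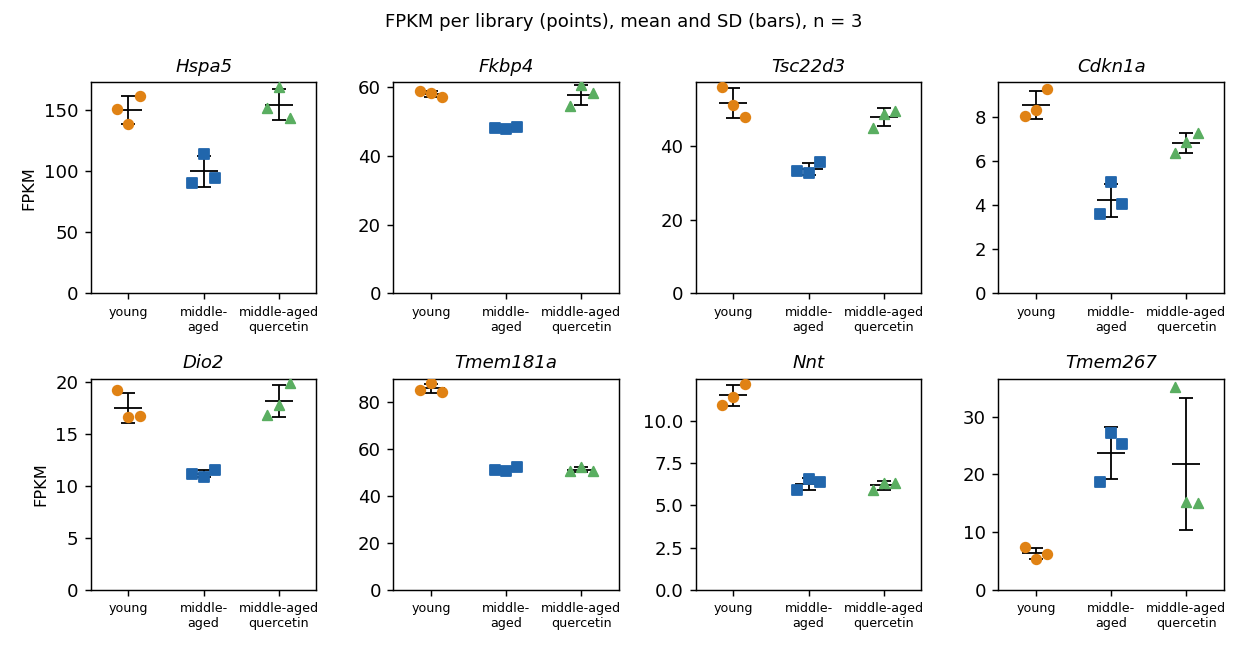
FPKM (y axes, from 0) of 8 genes in the young, middle-aged control and quercetin-treated middle-aged groups; points are libraries, bars the mean and SD of 3. Tsc22d3 falls to 33.9 FPKM in the middle-aged controls, while Tmem181a is near 51.4 FPKM there and 51.2 FPKM after quercetin.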

Next, we performed KEGG pathway enrichment analysis on these differentially-expressed genes and discovered that the majority of them were concentrated in pathways related to protein processing in the endoplasmic reticulum, antigen processing and presentation, estrogen signaling pathways, and the multi-species-longevity regulatory pathway (Fig. 8D). 

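Of the pathways named, measured through lists written before the data were examined, the 30 genes changed with age held Dnajb1 and Hspa5 from the 159 tested genes of protein processing in the endoplasmic reticulum, against 0.365 expected (Fisher's exact test, 1-sided, adjusted p = 0.0855 over 5 lists). Hspa5, also called BiP, is the main chaperone of the endoplasmic reticulum lumen, and was the only member of the antigen processing list, of 46 tested genes (adjusted p = 0.126). The estrogen signaling list held Fkbp4 and Fkbp5, co-chaperones of steroid receptors, among 92 genes (adjusted p = 0.0470). The longevity regulation list, of 59 genes, held none. The cytosolic heat shock proteins held Ahsa2, Dnajb1 and Fkbp4 among 32 genes against 0.0735 expected (adjusted p = 2.59e-04 from Fisher's exact test). All 5 of these genes were lower in the middle-aged controls. The estrogen call ended without any of the young or middle-aged control libraries or quercetin 2, with 0 genes left, or 1 without young control 2, young control 3 or quercetin 2. The heat shock call ended without young control 1, middle-aged control 1 or middle-aged control 3 (0 genes) and without young control 3 (1 gene). The endoplasmic reticulum list passed without young control 2 (2 genes), middle-aged control 2 (5 genes), quercetin 1 or quercetin 3 (3 genes each), and the antigen list without young control 2 (2 genes). With a mean of at least 5 FPKM as the filter, the endoplasmic reticulum list held 8 changed genes (adjusted p = 2.31e-05).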

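Quercetin treatment changed 22 genes against the middle-aged control group, 18 higher and 4 lower at an adjusted p under 0.05 from limma. The higher genes included 4 of the 31 tested chaperones of the endoplasmic reticulum and targets of the unfolded protein response, 22 when adjusted over the list alone. They were Hspa5, Manf, Pdia6 and Sdf2l1, with Sdf2l1 the largest at a log2 fold change of 0.66 (standard error 0.104, adjusted p = 0.0407 from limma). Hspa5 rose from 99.8 ± 12.8 to 155 ± 12.8 FPKM (SD, n = 3 each). Dio2 rose by 0.65 on the log2 scale (adjusted p = 0.00900 from limma), and Pcsk1, which processes prohormones, by 0.62. The lower genes were Btg2 and Junb, immediate early genes at -0.74 and -0.61, Zeb2, and the pseudogene Rpl34-ps1, listed at 0 in all quercetin-treated libraries. Between the quercetin-treated and young groups 10 genes differed, 5 higher and 5 lower. Tmem181a, Nnt, Dynlt1f, Zkscan3 and Tfrc, the transferrin receptor, were lower, and Abca8a, Fdft1 (squalene synthase), LOC118567631, Ly86 and Pcdhb9 were higher. Without middle-aged control 1 no gene passed for quercetin (limma, with 1112 at an unadjusted p under 0.05), and the count was 9 without middle-aged control 3 and 13, 3 and 4 without quercetin 1, 2 and 3. It was 1 without young control 3 and quercetin 2 together, a setting chosen after seeing the data. For quercetin against young the count was 7 without middle-aged control 3 and 4 to 6 without any other single library.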

There were more differentially-expressed genes between the quercetin-treated middle-aged mice and middle-aged control mice (Fig. 8E), while there were fewer differentially-expressed genes between young mice and quercetin-treated middle-aged mice. Interestingly, we found that the metabolic pathways significantly enriched in the middle-aged control group compared with the quercetin-treated middle-aged group were the same as those enriched in the middle-aged group compared with the young group (Fig. 8F). 

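Hspa5 and Pdia6 were the members of the endoplasmic reticulum list among the 22 genes changed by quercetin, against 0.268 expected (Fisher's exact test, 1-sided, adjusted p = 0.0725). The antigen processing list held Hspa5 (adjusted p = 0.125), the estrogen signaling list Fkbp4 (adjusted p = 0.180), and the longevity regulation list none. Cytosolic heat shock proteins held Chordc1 and Fkbp4, a pair of HSP90 co-chaperones (adjusted p = 0.00651 from Fisher's exact test). These genes were higher in the quercetin-treated than in the middle-aged control group. Hspa5 and Fkbp4 were lower with age as well. The heat shock call ended without any single library but quercetin 1, with 0 genes left, or 1 without a young library. The endoplasmic reticulum list passed without young control 3 or middle-aged control 2 (5 genes each), and the estrogen list without young control 3 (2 genes).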

We also performed gene set enrichment analysis (GSEA) on genes involved in protein processing in the endoplasmic reticulum in the three groups of hippocampal samples. We found a higher expression of genes related to protein processing in the endoplasmic reticulum in both young mice (Fig. 8G) and quercetin-treated middle-aged mice (Fig. 8H), while these genes were expressed at lower levels in the middle-aged control group mice. 

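Genes of protein processing in the endoplasmic reticulum were slightly lower in middle-aged controls than in the young group, with a median log2 fold change of -0.02 over 159 genes (camera adjusted p = 0.00220), and higher after quercetin, with a median of 0.04 (camera adjusted p = 5.92e-06). With an estimated correlation between genes the adjusted p was 0.547 for age and 0.372 for quercetin. Within this list 2 genes were lower with age and none higher, 19 lower and 1 higher when adjusted over the list alone. For quercetin 2 were higher and none lower, 23 higher and 1 lower when adjusted over the list alone. The study named this pathway from these samples, so the list is not independent evidence of its direction. Chaperones of the endoplasmic reticulum and targets of the unfolded protein response had larger medians, -0.22 with age (camera adjusted p = 1.40e-16) and 0.23 with quercetin (camera adjusted p = 1.80e-19). Their adjusted p was 0.228 and 0.198 with an estimated correlation. Cytosolic heat shock proteins had medians of -0.16 and 0.16, and this list was the only one called with an estimated correlation (adjusted p = 0.0400 for age and 0.0322 for quercetin). The chaperone list shares genes such as Hspa5 and Pdia6 with the pathway the study named, and the heat shock list shares 12. Neither is therefore independent evidence of its direction. Hspb1, a small heat shock protein, had log2 fold changes of -0.90 and 0.75 that did not pass (adjusted p = 0.0555 and 0.113 from limma). Genes of ribosomal proteins and of oxidative phosphorylation had medians of -0.07 each with age and 0.07 and 0.09 with quercetin, and their scores were lowest in middle-aged control 1, at -0.189 and -0.170. Camera called both lists in both comparisons (adjusted p from 4.26e-09 to 3.69e-05), and neither with an estimated correlation (adjusted p from 0.619 to 0.709). Without middle-aged control 1 the ribosomal medians were -0.01 with age and 0.02 with quercetin, neither called (camera adjusted p = 0.609 and 0.225), and those of oxidative phosphorylation -0.03, not called, and 0.05, called (camera adjusted p = 0.0660 and 0.00120). The ribosomal call for age also ended without young control 2 (median -0.03, camera adjusted p = 0.190). Of 7 lists of regions and neurons, camera with its preset correlation called 3 for quercetin, with medians of 0.18 for thalamus, -0.08 for dentate granule neurons and -0.09 for CA1 neurons (camera adjusted p = 0.00631, 0.00366 and 0.00854; adjusted p = 0.521, 0.521 and 0.372 with an estimated correlation). No member of these 3 passed over all tested genes, and 1 thalamus gene was higher and 1 dentate and 3 CA1 genes lower when adjusted over the list alone. Striatum, cortex, CA3 neurons and interneurons were not called (camera adjusted p = 0.285, 0.263, 0.0784 and 0.560). Each of the 3 calls ended without 1 library: thalamus without quercetin 2 (median 0.09, camera adjusted p = 0.162), dentate granule neurons without middle-aged control 2 (-0.02, 0.0963) and CA1 neurons without middle-aged control 3 (-0.11, 0.0673). The thalamus score was 0.310 in quercetin 2, which held choroid plexus transcripts, and -0.0602 and 0.00856 in quercetin 1 and 3, with 0.170 in young control 3. The antigen processing list had a median of 0.08 with quercetin (camera adjusted p = 7.66e-04; adjusted p = 0.521 with an estimated correlation).

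**Figure D3:**
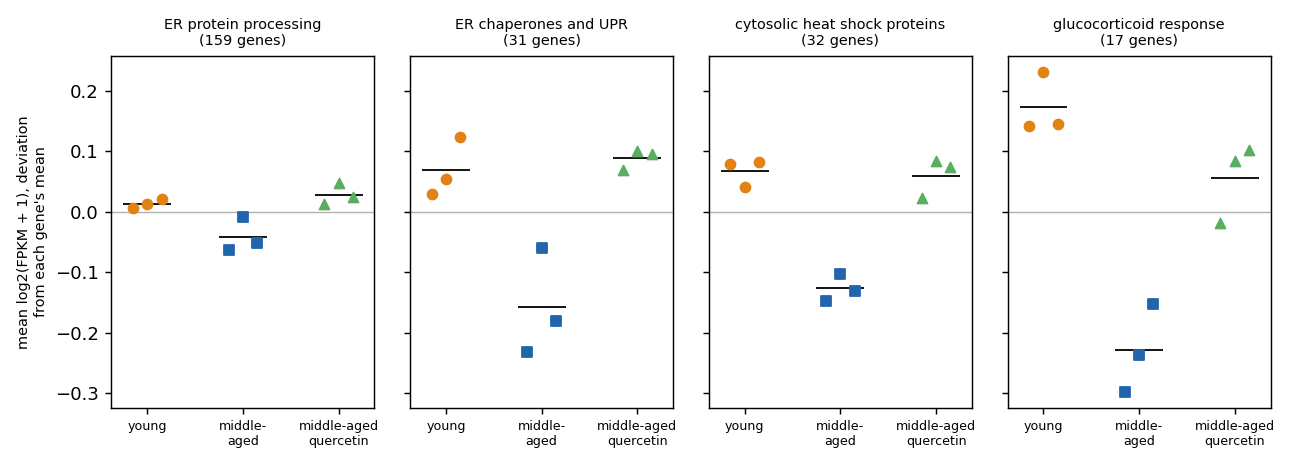
Mean log2(FPKM + 1) of each list's genes in each library, as the deviation from each gene's mean over the 9 libraries (y axis), by group (x axis); points are libraries and lines group means. For cytosolic heat shock proteins the middle-aged control libraries sit at -0.147, -0.102 and -0.131, below the other 6.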

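Between the quercetin-treated and young groups, the median log2 fold change of the 159 endoplasmic reticulum genes was 0.01, and no gene of the list passed the threshold (camera adjusted p = 0.226; 0 higher and 1 lower when adjusted over the list alone). Hspa5 had a log2 fold change of 0.04 (standard error 0.0895, adjusted p = 0.964 from limma), and Pdia6, a protein disulfide isomerase, of 0.07 (standard error 0.0693, adjusted p = 0.904 from limma). The chaperone list had a median of 0.02 (camera adjusted p = 0.291). A p above the threshold does not show that the groups were alike.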

Importantly, the expression pattern of this gene set was similar between the young group and the quercetin-treated group. In addition, we quantified the overlap of the differential genes between each group pair. There were more common differential genes between the middle-aged control group and the young group, as well as between the middle-aged control group and the quercetin-treated group, but fewer common differential genes between the young group and the quercetin-treated group (Fig. 8I). 

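Both comparisons with the middle-aged controls shared 9 genes, all in opposite directions. Cables1, Cdkn1a, Dio2, Fkbp4, Hspa5, Tsc22d3 and Zbtb16 were lower with age and higher with quercetin, against 0.0262 expected of independent lists. Rpl34-ps1 and Zeb2, a transcription factor, were higher with age and lower with quercetin, against 0.00337 expected of independent lists. Rpl34-ps1 was listed at 0 in all young and quercetin-treated libraries. It passed the filter through the middle-aged controls alone, with log2 fold changes of 1.26 and -1.26. Age and quercetin against young shared 7 genes in the same direction: LOC118567631, Ly86 and Pcdhb9 were higher, and Dynlt1f, Nnt, Tmem181a and Zkscan3 lower, in both middle-aged groups. No gene was shared by quercetin against control and quercetin against young. Zkscan3, a zinc finger gene on chromosome 13 (21387004 to 21402755), had 32.0 ± 0.872 FPKM in young, 16.5 ± 0.868 in middle-aged control and 17.9 ± 2.04 in quercetin-treated libraries (SD, n = 3 each). Both comparisons use the same middle-aged control libraries, so the lists are not independent. In 100 simulations of unchanged groups sharing these libraries, 0 to 2 genes went in opposite directions. Unchanged groups have few called genes, so such a count stays near 0 and cannot weigh the 9. Part of the overlap may come from the shared libraries. Age and quercetin against young share the young libraries in the same way. For this overlap the simulations, read after it was seen, gave 0 to 1 genes in the same direction, with the same limit. The count of 9 was 0 without middle-aged control 1, 2 without quercetin 2 or 3, 4 without young control 2 or 3, and 5 without young control 1, middle-aged control 3 or quercetin 1. The count of 7 was 4 without young control 2 or 3.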

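WGCNA was not run here. Average-linkage clustering of the 5000 most variable genes gave 11 modules. In module 2, of 960 genes, the first component was positive in all 3 middle-aged controls and negative in all 3 young libraries, with group means of 1.23 and -0.944, and -0.282 in the quercetin-treated group (exact permutation p = 0.00714, adjusted p = 0.0786 over 11 modules). It held the hemoglobin and red cell genes, the list that was more frequent in it than by chance (4 of 4 against 0.768 expected, adjusted p = 0.0459, 1-sided hypergeometric test). Blood transcripts varied between libraries, with list scores from -1.86 in young control 1 to 0.730 in middle-aged control 3. These scores did not separate the young from the middle-aged control libraries as the component of module 2 did. Young control 2 had 0.644, above 0.227 and 0.570 in middle-aged control 1 and 2, and young control 3 was also above middle-aged control 1. Quercetin 2 had -1.29.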

Weighted gene co-expression network analysis (WGCNA) demonstrated that the middle-aged group showed positive correlations with three gene modules, namely purple, turquoise and yellow, while the young group showed negative correlations. In contrast, the expression patterns of the middle-aged group treated with quercetin exhibited changes within these three gene modules, resulting in reduced correlation (Fig. 8J). Additionally, the blue, brown, black, green, yellow-green and pink gene modules, which demonstrated negative correlations in the middle-aged group, showed decreased correlation after quercetin treatment, with positive correlations similar to those in the young group (Fig. 8J). 

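In 2 of the 11 modules the first component was negative in all middle-aged controls and positive in all young libraries. Module 1, of 1482 genes, had group means of 0.603 in young, -1.19 in middle-aged control and 0.586 in quercetin-treated libraries (exact permutation p = 0.0286, adjusted p = 0.157). Its first component was lowest in middle-aged control 1, at -1.835, against -0.778 and -0.955 in middle-aged control 2 and 3. Module 1 held 19 of the 21 chaperone and unfolded protein response genes that were clustered, 28 of 40 endoplasmic reticulum genes, 14 of 19 cytosolic heat shock proteins and 13 of 16 glucocorticoid response genes. It also held 36 of 43 ribosomal protein genes, 27 of 34 oxidative phosphorylation genes and all 6 choroid plexus genes that were clustered. The other, module 4, of 517 genes, had group means of 0.555, -0.667 and 0.112, with quercetin 3 at -1.37 (exact permutation p = 0.318, adjusted p = 0.520). No module passed after adjustment for the number of modules.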

Finally, by analyzing the metabolic pathways enriched in the gene modules showing altered expression patterns after quercetin treatment, we identified significant overlap of the enriched pathways between the middle-aged control group and the young group, as well as between the middle-aged control group and the middle-aged quercetin-treated group. These findings suggest that there are significant differences in hippocampal gene expression patterns between middle-aged and young mice. Furthermore, quercetin alters the gene expression profiles in middle-aged mice to ones similar to those in young mice.

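In all, 7 gene lists were more frequent in module 1 than by chance after adjustment over 407 pairs of module and list. The smallest p belonged to ribosomal proteins (12.7 expected, adjusted p = 9.15e-11, 1-sided hypergeometric test), followed by oxidative phosphorylation and the chaperones of the endoplasmic reticulum. Genes of these 3 lists vary together (estimated correlations of 0.626, 0.432 and 0.281), and clustering puts such genes in the same module. The test treats genes as independent in every module, so its p-values may be too small for such lists. Of the pathways named in the study, protein processing in the endoplasmic reticulum passed (11.9 expected, adjusted p = 9.71e-06). Antigen processing, estrogen signaling and longevity regulation, with 10, 13 and 6 genes in the module, did not. In module 3 interferon response genes were frequent, 17 of 22 against 3.33 expected (adjusted p = 1.63e-08).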

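Microglia genes were higher in the middle-aged control than in the young group as a list, with a median log2 fold change of 0.16 over 23 genes (camera adjusted p = 5.75e-09; adjusted p = 0.275 with an estimated correlation), though no gene passed alone over all tested genes and 9 were higher when adjusted over the list alone. The list was also higher in the quercetin-treated than in the young group, with a median of 0.17 (camera adjusted p = 1.86e-11; adjusted p = 0.346 with an estimated correlation), and Ly86, a gene of myeloid cells outside the list, had a log2 fold change of 0.39 with age (adjusted p = 0.00915 from limma). Cholesterol synthesis genes had a median of 0.12 with age (camera adjusted p = 2.33e-06; adjusted p = 0.275 with an estimated correlation), with none called alone over all tested genes and 4 higher when adjusted over the list alone. Across the 3 groups, limma's F-test called 48 genes. Of 37 tested lists, camera called 10 for age, 3 higher and 7 lower, against 1 with an estimated correlation and 4 with fry. The F-test count was 19, 27 and 23 without young control 1, 2 and 3, 11, 29 and 19 without middle-aged control 1, 2 and 3, and 31, 16 and 26 without quercetin 1, 2 and 3.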

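Over the 13062 tested genes, the fold changes of age and quercetin had a correlation across genes of -0.649, and genes are not independent replicates. Sharing the middle-aged control libraries gives a negative value with no effect: 100 simulations gave a median of -0.477, from -0.788 to -0.195, and 17 were as low. The covariance was -0.0103, against a simulated median of -0.00495 and a lowest of -0.0128, and 3 of the 100 simulations were as low. Tmem181a, Nnt, Dynlt1f and Zkscan3, lower with age, had log2 fold changes of -0.01, -0.02, 0.01 and 0.10 with quercetin. Of these, Tmem181a, Nnt and Dynlt1f have other age-changed genes within 1000000 bases. For them a local genetic difference between the young and middle-aged mice was not told apart from age. Myh9, which encodes the protein the study reports as quercetin's target, had log2 fold changes of -0.16 with age and 0.13 with quercetin (standard error 0.0580 each) that did not pass (adjusted p = 0.310 and 0.428 from limma). Binding of quercetin to the MYH9 protein, which the paper reports, is not measured by RNA levels in hippocampus. The paper concludes that quercetin moves the expression profile of middle-aged mice toward that of young mice.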

**Fig. 8:**
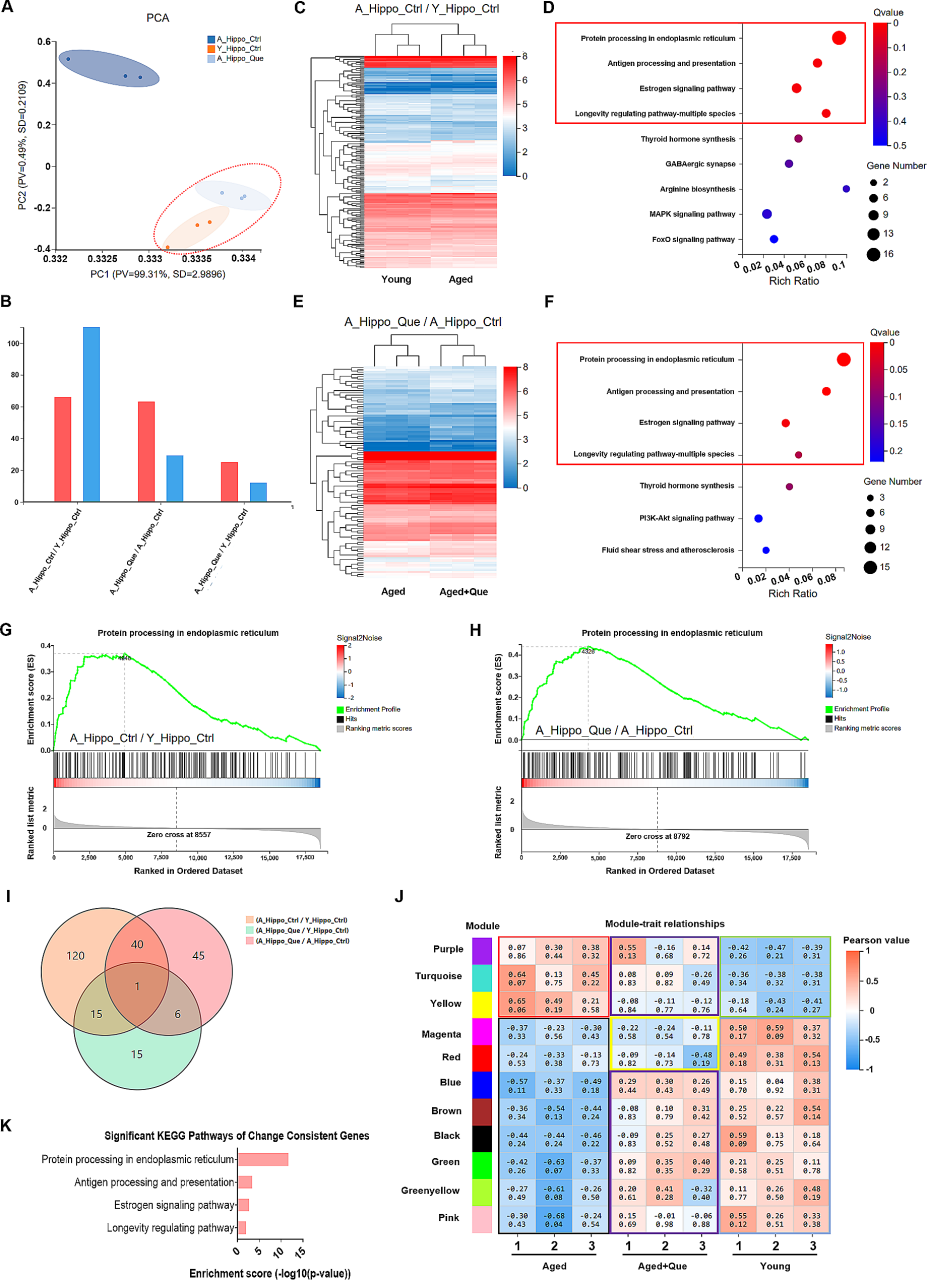
Hippocampal RNA sequencing of young mice, middle-aged mice and quercetin (Que)-treated middle-aged mice. (**A**) Principal Component Analysis (PCA) plots of the A-Hippo-Ctrl, Y-Hippo-Ctrl and A-Hippo-Que samples. (**B**) Number of differentially-expressed genes between each pair of the A-Hippo-Ctrl, Y-Hippo-Ctrl and A-Hippo-Que samples. (**C**) Heatmap of differentially-expressed genes in the A-Hippo-Ctrl and Y-Hippo-Ctrl samples. (**D**) KEGG analysis of the differential genes in A-Hippo-Ctrl and Y-Hippo-Ctrl samples. (**E**) Heatmap of the differential genes in A-Hippo-Ctrl and A-Hippo-Que samples. (**F**) KEGG analysis of the differential genes in the A-Hippo-Ctrl and A-Hippo-Que samples. (**G**) GSEA plot showing enrichment of upregulated genes (red) and repressed genes (blue) at baseline for genes involved in protein processing in the endoplasmic reticulum in A-Hippo-Ctrl compared with Y-Hippo-Ctrl. (**H**) GSEA plot showing the enrichment of genes involved in protein processing in the endoplasmic reticulum in A-Hippo-Que compared with A-Hippo-Ctrl for upregulated genes (red) and repressed genes (blue) at baseline. (**I**) Pie chart showing the number of differentially-expressed genes between each pair of the A-Hippo-Ctrl, Y-Hippo-Ctrl and A-Hippo-Que samples. (**J**) Plot of weighted gene co-expression network analysis (WGCNA) in the samples from the Aged, Aged + Que and Young groups. (**K**) KEGG analysis of genes with altered expression patterns in the hippocampus of quercetin-treated mice

## Discussion

With the aging of the population, aging-related neurodegenerative diseases, such as Alzheimer’s disease and Parkinson’s disease, have become an increasing burden on patients and society. Quercetin, a small-molecule flavonoid compound, has been shown to improve neurodegenerative diseases through multiple mechanisms of action [45–47] and can be used in combination with dasatinib to selectively remove senescent cells in vivo, reduce microglial activation, and decrease the senescence-associated secretory phenotype to improve cognitive function in mice [48].

Numerous studies show that various immune cell subpopulations in the adult brain play key roles in neurogenesis and learning memory [6, 49]. NK cells have been demonstrated to act in the nervous system, repairing nerve damage, exerting neuroprotective effects, and ameliorating brain damage in Parkinson’s disease [40]. Therefore, in the present study, we investigated whether quercetin exerts neuroprotective effects and enhances cognitive function by modulating immune cells. Quercetin significantly improved cognitive and memory deficits in 10-month-old middle-aged mice. Additionally, we observed an increase in the proportion of NK cells in the peripheral spleen tissue and alterations in the distribution of NK cell subsets, suggesting the promotion of NK cell differentiation. These findings indicate that quercetin can improve cognitive function in aging mice, and that this interaction may be related to the regulation of NK cells. Senescence causes a decrease in the self-renewal capacity of HSCs, an increase in the number of HSCs differentiating from the myeloid lineage, a decrease in the number of HSCs differentiating to the gonadal lineage, and a reduction in the production of immune cells [50]. Here, we found that quercetin increased the proportion of NK cells in peripheral tissues by promoting their self-proliferation and differentiation, rather than by inducing NK cell differentiation from HSCs. Numerous studies have demonstrated that immune cells are capable of traversing the blood-brain barrier to exert immune functions within the central nervous system. For instance, peripheral T cells have been implicated in enhancing cognition and learning in murine models [7, 51], while the presence of NK cells within the hippocampal dentate gyrus has sparked debate among researchers regarding their potential impact on various neurological disorders [44]. Several studies have demonstrated that NK cells possess the ability to facilitate nerve repair following central nervous system injury, mitigate intracerebral damage in Parkinson’s disease, and exert a neuroprotective effect [40]. Moreover, NK cells have shown promise in improving neurodegenerative conditions such as Parkinson’s disease, Lewy body dementia, and Alzheimer’s disease, which are characterized by α-synuclein deposition [9]. Conversely, research has indicated that the senescence of neuroblasts in the aging brain can enhance the cytotoxicity of NK cells, ultimately leading to neurogenesis and cognitive decline [4]. Furthermore, at the Alzheimer’s Association International Conference, NKGen Biotech presented results from its phase 1 clinical trial utilizing NK cell treatment (SNK01) in patients with Alzheimer’s disease. Specifically, 70% of the patients exhibited stable or improved functional scores by the 11th week. Additionally, our current study involving novel object recognition experiments on NK-depleted mice corroborated the cognitive enhancement effects of NK cells, providing further evidence that quercetin’s modulation of NK cells enhances cognitive function in middle-aged mice.

MYH9, which encodes non-muscle myosin heavy chain IIA (NMHC IIA), is a widely-expressed cytoplasmic myosin protein. This class of myosin proteins is ubiquitously present in eukaryotic cells and plays critical roles in various cellular processes that require generation of intracellular mechanical forces and cytoskeletal rearrangements, such as cytokinesis, cell migration, polarization and adhesion, maintenance of cell shape, and signal transduction [52]. The elevated expression of MYH9 protein in immune-related cells indicates a potential significance in immune cell function. MYH9 is known to play a critical role in the modulation of hematopoietic stem cells (HSCs) function and differentiation within the hematopoietic cell lineage. Therefore, conditional knockdown of MYH9 in HSCs leads to a dramatic decrease in the number of HSC cells, severe impairment of hematopoietic function, and reduction of whole blood cells in mice, which ultimately results in reduced survival [38]. Furthermore, MYH9 affects T cell motility and migration [53] and enhances the cytotoxicity of NK cells through binding to solubilized particles after phosphorylation of the protein tail fragment [39]. In our study, the reduction in the proportion of NK cells and in the terminal maturation of NK cells in splenocyte cultures in which the MYH9 protein was downregulated was ameliorated after treatment with quercetin, possibly as a result of its binding to MYH9. However, the specific molecular mechanisms by which MYH9 affects NK cell proliferation and differentiation remain unclear, and therefore warrant further study. However, we speculate that the mechanism of action of quercetin may be related to the role of MYH9 in DNA synthesis [54]. The hippocampus, as the brain region that controls learning and memory, has garnered significant attention in cognition-related research. Hippocampal RNA-seq analysis showed that quercetin mitigates the negative impacts of aging on the brain and improves gene expression patterns in middle-aged mice, making them resemble those in young animals. Thus, the regulation of NK cells by quercetin is associated with its binding to MYH9, which improves cognitive function in aging mice. Furthermore, it is important to acknowledge certain limitations in this study. Specifically, the sample size of mice in the mouse cognition experiment was deemed inadequate, potentially resulting in cognitive results being influenced by individual mouse differences. Despite this limitation, the cognitive tests consistently indicated significant differences between the two groups. Moving forward, larger sample sizes will be utilized in future studies to ensure the acquisition of more dependable statistical data.

In conclusion, our findings suggest that quercetin promotes the proliferation and differentiation of NK cells in peripheral tissues and alleviates cognitive impairment in aging mice by binding to MYH9. However, further investigation is required to elucidate the underlying mechanisms of action.

## Methods

### Animals

C57BL/6 female mice (8-week-old and 10-month-old) were purchased from Jiangsu Biocytogen Co., Ltd (Jiangsu, China). Mice were given 200 µl of 1 mg/kg quercetin (in PBS containing 10% DMSO as solvent) every other day via tail vein injection, and control mice were given the same volume of PBS (containing the same volume of DMSO). The experimental protocols for the animals in this study were approved by the Animal Care Committee of Tongji University and were conducted in accordance with institutional guidelines.

### Open field test (OFT)

A square box (50 × 50 × 30 cm) was used to evaluate anxiety-like behavior. Anxious mice prefer to stay in the corner of the box and make stereotyped movements along the sides. At the beginning of the experiment, mice were placed in the same corner of the box, and their trajectory was tracked and recorded for 15 min. Anxiety was assessed by observing the time spent in the central area.

### Novel object recognition (NOR)

The novel object recognition test evaluates the cognitive and memory abilities of rodents by comparing the times spent exploring familiar and novel (unfamiliar) objects. The test consists of the following three phases: the adaptation phase, the familiarization phase, and the test phase. In the adaptation phase, the mice were free to move in the black square box without any objects for 10 min. In the familiarization phase, two objects (A1 and A2, which have no odor and are fixed and cannot be moved) are placed diagonally at the bottom of the box, approximately 10 cm from the side walls. The mice were placed in the box with their backs facing the objects at an equal distance from the objects and allowed to move freely and explore the objects for 10 min. During the test phase, carried out 1 h after the familiarization phase, object A1 was replaced with a new object, B. The mice were placed again into the box with their backs facing the objects at an equal distance, and their behavior was recorded for 5 min. The times exploring objects A and B were calculated. The preference for the novel objects was assessed using the *cognitive index* (D2), and calculated with the following formula: D2 = N/(N + F), in which N is the exploration time of the novel object, and F is the exploration time of the familiar object.

### Cell preparation, culture, and flow cytometry analysis

The mice were euthanized, and the spleens were removed and rinsed with PBS. The spleens were then ground and filtered through a 70 µM cell filter and lysed using erythrocyte lysate (BD Biosciences).

Spleen mononuclear cells were seeded onto 12-well plates at a density of 1 × 10^6^ per well and treated with different concentrations of quercetin for 24 h (control was an equal volume of DMSO). Flow cytometry was used to quantify the number of T cells (CD3^+^), B cells (CD45R^+^), NK cells (CD3^−^NK1.1^+^) and NK cell subpopulations (CD27^+^CD11b^−^, CD27^+^CD11b^+^, CD27^−^CD11b^+^).

### Isolation and purification of Lin^−^CD117^+^ hematopoietic stem cells

C57BL/6 mice (8 weeks of age) were euthanized by cervical dislocation and sterilized in 75% alcohol for 30 s, preferably allowing the fur to be completely wetted. Next, the femur and tibia were removed and placed in a Petri dish containing pre-chilled PBS for cleaning. The attached muscle tissue was removed as cleanly as possible, and then the cleaned bone was placed in pre-chilled PBS. Next, both ends of the tibia were cut, and the bone marrow was flushed out with a 1-mL syringe until the bone turned white. Bone marrow cells were gently dispersed, and the resulting bone marrow monocyte suspension in PBS was filtered through a 40 μm cell sieve. Subsequently, the bone marrow was centrifuged at 440 × *g* for 5 min, and the supernatant was discarded. Single bone marrow cells were resuspended in 5 mL of red blood cell lysate, and lysis was terminated with 5 mL of pre-cooled PBS after 1–2 min. Next, the cells were centrifuged at 440 × *g* for 5 min, the supernatant was discarded, and 5 mL of pre-cooled PBS was used to wash the cells. An aliquot was taken for counting. After the negative selection of lineage cells using a mouse Lineage Cell Depletion Kit (Miltenyi Biotech), the cells were subjected to positive selection of CD117^+^ cells to obtain the target Lin^−^CD117^+^ HSCs.

### Differentiation culture of NK cells

Lin^−^CD117^+^ hematopoietic stem cells were inoculated at 1 × 10^6^ cells per well into 12-well plates containing RPMI 1640 medium containing 10% fetal bovine serum, 100 U/ml penicillin, 100 ng/ml streptomycin, fIt3L (50 ng/mL), SCF (30 ng/mL) and IL-7 (0.5 ng/mL). After 3 days of culture, the medium was replaced with the same fresh medium. On day 7, the medium was changed to DMEM/F12 medium containing 10% fetal bovine serum, 100 U/ml penicillin, 100 ng/ml streptomycin, IL-15 (30 ng/ml) and IL-2 (5,000 IU/ml), and co-cultured with OP9 stromal cells. Cells were analyzed after 7–11 days of culture, and the medium was replaced with fresh medium every 3 days.

### Identification of proteins that interact with quercetin

Following the extraction of total protein from PBMCs, a bicinchoninic acid assay was used to quantify protein and divide it into six 100-µg aliquots. For each group of three aliquots, methanol was added to the control group, and quercetin was added to the treatment group. After incubating samples at 25 °C for 10 min, Protease K (1:100) was added for 5 min at 25 °C. Subsequently, samples were transferred to a water bath with a temperature greater than 95 °C to completely inactivate Protease K. Next, samples were cooled and placed at room temperature for 5 min. After adding 2% sodium deoxycholate and 200 mM ammonium bicarbonate, DL-dithiothreitol was added and incubated at 37 °C for 30 min. Next, iodoacetamide was added and incubated at room temperature (protected from light) for 45 min. Subsequently, trypsin was added (1:50,

enzyme/protein ratio) and digested overnight in a 37 °C water bath. The following day, 50% trifluoroacetic acid was added to terminate the enzymatic reaction and precipitate the proteins. The enzymatically cleaved peptides were then eluted. After elution, peptides were digested and resuspended in 100 µL 0.1% formic acid to yield a final concentration greater than 2 µg/µL. Finally, mass spectrometry was performed.

### SPR analysis of quercetin and MYH9 protein

The binding ability of quercetin to MYH9 protein was measured by SPR on a BIAcore3000 system (GE Healthcare, Chicago, IL). The MYH9 protein was immobilized on a CM5 chip by its amine group. A 10-µL aliquot of 0.1 mg/mL MYH9 was injected into the flow cell at a rate of 5 µL/min. Successful immobilization of MYH9 was verified by adding approximately 5,000 resonance units to the sensor chip. No MYH9 was injected into the first flow cell as a control. Quercetin was diluted in a buffer containing 20 mM Tris-HCl, 150 mM NaCl and 1 mM TCEP (pH 7.2). After fixation, varying dilutions of quercetin were injected at 30 µL/min for 3 min. After sample injection, the flow buffer was allowed to dissociate by passing over the sensor for 3 min. The sensor surface was regenerated by injecting 20 µL of 10 mM glycine-HCl solution (pH 2.25). Generated data were analyzed at 25 °C using Bioassessment Software 4.1.1 (GE Healthcare).

### Molecular docking

The binding of quercetin and MYH9 protein was simulated with CB-Dock (http://clab.labshare.cn/cb-dock/php/blinddock.php) and AutoDock software. The 3D structure of the MYH9 protein was obtained from UniProt. The CB-Dock calculation program was used to select the highest-scoring results, and then AutoDock was used to predict the cavities. A total of 50 simulated positional predictions were made based on binding affinity ordering. The predicted results with the highest affinity group were put into PyMOL for visualization. Hydrogen bonds formed between quercetin and MYH9 were the proposed binding sites.

### NK cell depletion experiment

C57BL/6 female mice (8 weeks old) were treated with 200 ng of anti-NK1.1 antibody or isotype control IgG2a antibody every 2 days for 6 days, and on the seventh day, the novel object recognition test was conducted.

### RNA-seq analysis

Total RNA from samples was extracted to create an RNA-seq library, which was analyzed by BGI USA (Cambridge, MA) using a BGISEQ-500 sequencer. Raw sequencing reads were cleaned by removing reads containing aptamer or poly-N sequences and reads with low-quality base ratios. Clean reads were stored in FASTQ format and then mapped to the reference genome using the HISAT2 (v2.0.4)/Bowtie2 (v2.2.5) tool. Gene expression levels were calculated using RESM software and normalized to determine gene expression. Heat maps were plotted using GraphPad Prism 8 (GraphPad, San Diego, CA). To gain insight into phenotypic variation, the Kyoto Encyclopedia of Genes and Genomes (KEGG, https://www.kegg.jp/) enrichment analysis of annotated differentially-expressed genes was performed using Phyper (https://en.wikipedia.org/wiki/Hypergeometric_distribution) based on hypergeometric tests. Terms and pathways were corrected for significance levels using Bonferroni’s strict threshold (*Q*-value ≤ 0.05).

### Statistical analysis

Data were analyzed using GraphPad Prism 8.0 and expressed as mean ± standard error of the mean. Statistical comparisons between the two groups were performed using unpaired *t*-test. *P*-values of < 0.05 were considered statistically significant.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

**Supplementary Figure 1**. The effect of quercetin with four different concentrations on NK, T and B cells. (**A**) Representative flow cytometry profiles showing CD3^−^NK1.1^+^ NK cells; Bar graphs for statistical results of splenic NK cells. (**B**) Representative flow cytometry profiles showing CD3^+^ T cells; Bar graphs for statistical results of splenic CD3^+^ T cells. (**C**) Representative flow cytometry profiles showing CD45R^+^ B cells; Bar graphs for statistical results of splenic CD45R^+^ B cells. Data represent mean ± SEM. *P < 0.05. ns, not significant, vs. Ctrl

**Supplementary Figure 2**. The effect of quercetin with three different concentrations on HSCs. Data represent mean ± SEM. *P < 0.05

**Supplementary Figure 3**. Identification of 189 differentially-expressed peptides between the control and quercetin-treated groups. Myh9 peptides appears with high frequency, marked with a red box

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. RNA sequencing data are deposited in Gene Expression Omnibus (GEO) with accession number GSE245357.

## Abbreviations

Que: Quercetin
LPS: Lipopolysaccharide
TNF-α: Tumor necrosis factor
HSCs: Hematopoietic stem cells
SPR: Surface plasmon resonance
PCA: Principal component analysis
PPI: Protein–protein interaction
CNS: Central nervous system
GSEA: Gene set enrichment analysis
KEGG: Kyoto Encyclopedia of Genes and Genomes
WGCNA: Weighted gene co-expression network analysis
NMHC IIA: Non-muscle myosin heavy chain IIA
OFT: Open field test
NOR: New object recognition
SEM: Standard error of the mean

## References

[1] Frick KM, Burlingame LA, Arters JA, Berger-Sweeney J (2000). Reference memory, anxiety and estrous cyclicity in C57BL/6NIA mice are affected by age and sex. Neuroscience.

[2] Weng NP (2006). Aging of the immune system: how much can the adaptive immune system adapt?. Immunity.

[3] Yousefzadeh MJ, Flores RR, Zhu Y, Schmiechen ZC, Brooks RW, Trussoni CE, Niedernhofer LJ (2021). An aged immune system drives senescence and ageing of solid organs. Nature.

[4] Garrido A, Cruces J, Ceprián N, Corpas I, Tresguerres JA, De la Fuente M (2019). Social environment improves immune function and redox state in several organs from prematurely aging female mice and increases their lifespan. Biogerontology.

[5] Derecki NC, Cardani AN, Yang CH, Quinnies KM, Crihfield A, Lynch KR, Kipnis J (2010). Regulation of learning and memory by meningeal immunity: a key role for IL-4. J Exp Med.

[6] Radjavi A, Smirnov I, Derecki N, Kipnis J (2014). Dynamics of the meningeal CD4(+) T-cell repertoire are defined by the cervical lymph nodes and facilitate cognitive task performance in mice. Mol Psychiatry.

[7] Brynskikh A, Warren T, Zhu J, Kipnis J (2008). Adaptive immunity affects learning behavior in mice. Brain Behav Immun.

[8] Derecki NC, Quinnies KM, Kipnis J (2011). Alternatively activated myeloid (M2) cells enhance cognitive function in immune compromised mice. Brain Behav Immun.

[9] Earls RH, Menees KB, Chung J, Gutekunst CA, Lee HJ, Hazim MG, Lee JK (2020). NK cells clear α-synuclein and the depletion of NK cells exacerbates synuclein pathology in a mouse model of α-synucleinopathy. Proc Natl Acad Sci U S A.

[10] Ross JA, Kasum CM (2002). Dietary flavonoids: bioavailability, metabolic effects, and safety. Annu Rev Nutr.

[11] Manca ML, Castangia I, Caddeo C, Pando D, Escribano E, Valenti D, Manconi M (2014). Improvement of quercetin protective effect against oxidative stress skin damages by incorporation in nanovesicles. Colloids Surf B Biointerfaces.

[12] Abel AM, Yang C, Thakar MS, Malarkannan S (2018). Natural killer cells: Development, Maturation, and clinical utilization. Front Immunol.

[13] Chou CC, Yang JS, Lu HF, Ip SW, Lo C, Wu CC, Chen DR (2010). Quercetin-mediated cell cycle arrest and apoptosis involving activation of a caspase cascade through the mitochondrial pathway in human breast cancer MCF-7 cells. Arch Pharm Res.

[14] Lee TJ, Kim OH, Kim YH, Lim JH, Kim S, Park JW, Kwon TK (2006). Quercetin arrests G2/M phase and induces caspase-dependent cell death in U937 cells. Cancer Lett.

[15] Zhou J, Fang L, Liao J, Li L, Yao W, Xiong Z, Zhou X (2017). Investigation of the anti-cancer effect of quercetin on HepG2 cells in vivo. PLoS ONE.

[16] Ishisaka A, Ichikawa S, Sakakibara H, Piskula MK, Nakamura T, Kato Y, Terao J (2011). Accumulation of orally administered quercetin in brain tissue and its antioxidative effects in rats. Free Radic Biol Med.

[17] Zaplatic E, Bule M, Shah SZA, Uddin MS, Niaz K (2019). Molecular mechanisms underlying protective role of quercetin in attenuating Alzheimer’s disease. Life Sci.

[18] Geng L, Liu Z, Zhang W, Li W, Wu Z, Wang W, Liu GH (2019). Chemical screen identifies a geroprotective role of quercetin in premature aging. Protein Cell.

[19] Xu M, Pirtskhalava T, Farr JN, Weigand BM, Palmer AK, Weivoda MM, Kirkland JL (2018). Senolytics improve physical function and increase lifespan in old age. Nat Med.

[20] Chang HC, Yang YR, Wang PS, Wang RY (2014). Quercetin enhances exercise-mediated neuroprotective effects in brain ischemic rats. Med Sci Sports Exerc.

[21] Ishikawa Y, Kitamura M (2000). Anti-apoptotic effect of quercetin: intervention in the JNK- and ERK-mediated apoptotic pathways. Kidney Int.

[22] Dong F, Wang S, Wang Y, Yang X, Jiang J, Wu D, Yao R (2017). Quercetin ameliorates learning and memory via the Nrf2-ARE signaling pathway in d-galactose-induced neurotoxicity in mice. Biochem Biophys Res Commun.

[23] Tanigawa S, Fujii M, Hou DX (2007). Action of Nrf2 and Keap1 in ARE-mediated NQO1 expression by quercetin. Free Radic Biol Med.

[24] Boesch-Saadatmandi C, Pospissil RT, Graeser AC, Canali R, Boomgaarden I, Doering F, Rimbach G (2009). Effect of quercetin on paraoxonase 2 levels in RAW264.7 macrophages and in human monocytes–role of quercetin metabolism. Int J Mol Sci.

[25] Sun GY, Chen Z, Jasmer KJ, Chuang DY, Gu Z, Hannink M, Simonyi A (2015). Quercetin attenuates inflammatory responses in BV-2 microglial cells: role of MAPKs on the Nrf2 pathway and induction of Heme Oxygenase-1. PLoS ONE.

[26] Sriraksa N, Wattanathorn J, Muchimapura S, Tiamkao S, Brown K, Chaisiwamongkol K (2012). Cognitive-enhancing effect of quercetin in a rat model of Parkinson’s disease induced by 6-hydroxydopamine. Evid Based Complement Alternat Med.

[27] Khan H, Singh A, Thapa K, Garg N, Grewal AK, Singh TG (2021). Therapeutic modulation of the phosphatidylinositol 3-kinases (PI3K) pathway in cerebral ischemic injury. Brain Res.

[28] Wang S, Su R, Nie S, Sun M, Zhang J, Wu D, Moustaid-Moussa N (2014). Application of nanotechnology in improving bioavailability and bioactivity of diet-derived phytochemicals. J Nutr Biochem.

[29] Sun SW, Yu HQ, Zhang H, Zheng YL, Wang JJ, Luo L (2007). Quercetin attenuates spontaneous behavior and spatial memory impairment in d-galactose–treated mice by increasing brain antioxidant capacity. Nutr Res.

[30] Manjeet KR, Ghosh B (1999). Quercetin inhibits LPS-induced nitric oxide and tumor necrosis factor-alpha production in murine macrophages. Int J Immunopharmacol.

[31] Bureau G, Longpré F, Martinoli MG (2008). Resveratrol and quercetin, two natural polyphenols, reduce apoptotic neuronal cell death induced by neuroinflammation. J Neurosci Res.

[32] Yu CS, Lai KC, Yang JS, Chiang JH, Lu CC, Wu CL, Chung JG (2010). Quercetin inhibited murine leukemia WEHI-3 cells in vivo and promoted immune response. Phytother Res.

[33] Gong X, Shen H, Guo L, Huang C, Su T, Wang H, Liu H (2023). Glycyrrhizic acid inhibits myeloid differentiation of hematopoietic stem cells by binding S100 calcium binding protein A8 to improve cognition in aged mice. Immun Ageing.

[34] Wu Y, Zhu J, Liu H, Liu H (2021). Licochalcone A improves the cognitive ability of mice by regulating T- and B-cell proliferation. Aging.

[35] Lee J, Zhang T, Hwang I, Kim A, Nitschke L, Kim M, Kim S (2015). Epigenetic modification and antibody-dependent expansion of memory-like NK cells in human cytomegalovirus-infected individuals. Immunity.

[36] Erick TK, Brossay L (2016). Phenotype and functions of conventional and non-conventional NK cells. Curr Opin Immunol.

[37] Pang WW, Schrier SL, Weissman IL (2017). Age-associated changes in human hematopoietic stem cells. Semin Hematol.

[38] An Q, Dong Y, Cao Y, Pan X, Xue Y, Zhou Y, Ma F. Myh9 plays an essential role in the survival and maintenance of hematopoietic Stem/Progenitor cells. Cells. 2022;11(12). 10.3390/cells1112186510.3390/cells11121865PMC922147835740994

[39] Sanborn KB, Mace EM, Rak GD, Difeo A, Martignetti JA, Pecci A, Orange JS (2011). Phosphorylation of the myosin IIA tailpiece regulates single myosin IIA molecule association with lytic granules to promote NK-cell cytotoxicity. Blood.

[40] Earls RH, Lee JK (2020). The role of natural killer cells in Parkinson’s disease. Exp Mol Med.

[41] Burrack KS, Huggins MA, Taras E, Dougherty P, Henzler CM, Yang R, Alter S, Jeng EK, Wong HC, Felices M, Cichocki F, Miller JS, Hart GT, Johnson AJ, Jameson SC, Hamilton SE (2018). Interleukin-15 Complex Treatment protects mice from cerebral malaria by inducing Interleukin-10-Producing Natural Killer cells. Immunity.

[42] Ghasemi R, Lazear E, Wang X, Arefanian S, Zheleznyak A, Carreno BM, Higashikubo R, Gelman AE, Kreisel D, Fremont DH, Krupnick AS (2016). Selective targeting of IL-2 to NKG2D bearing cells for improved immunotherapy. Nat Commun.

[43] Hölscher C (2003). Time, space and hippocampal functions. Rev Neurosci.

[44] Jin W-N, Shi K, He W, Sun J-H, Van Kaer L, Shi F-D, Liu Q (2021). Neuroblast senescence in the aged brain augments natural killer cell cytotoxicity leading to impaired neurogenesis and cognition. Nat Neurosci.

[45] Karimipour M, Rahbarghazi R, Tayefi H, Shimia M, Ghanadian M, Mahmoudi J, Bagheri HS (2019). Quercetin promotes learning and memory performance concomitantly with neural stem/progenitor cell proliferation and neurogenesis in the adult rat dentate gyrus. Int J Dev Neurosci.

[46] Li H, Chen FJ, Yang WL, Qiao HZ, Zhang SJ (2021). Quercetin improves cognitive disorder in aging mice by inhibiting NLRP3 inflammasome activation. Food Funct.

[47] Xu M, Huang H, Mo X, Zhu Y, Chen X, Li X, Liu L (2021). Quercetin-3-O-Glucuronide alleviates cognitive deficit and toxicity in Aβ(1–42) -Induced AD-Like mice and SH-SY5Y cells. Mol Nutr Food Res.

[48] Ogrodnik M, Evans SA, Fielder E, Victorelli S, Kruger P, Salmonowicz H, Jurk D (2021). Whole-body senescent cell clearance alleviates age-related brain inflammation and cognitive impairment in mice. Aging Cell.

[49] Ziv Y, Ron N, Butovsky O, Landa G, Sudai E, Greenberg N, Schwartz M (2006). Immune cells contribute to the maintenance of neurogenesis and spatial learning abilities in adulthood. Nat Neurosci.

[50] Dykstra B, Olthof S, Schreuder J, Ritsema M, de Haan G (2011). Clonal analysis reveals multiple functional defects of aged murine hematopoietic stem cells. J Exp Med.

[51] Kipnis J, Cohen H, Cardon M, Ziv Y, Schwartz M (2004). T cell deficiency leads to cognitive dysfunction: implications for therapeutic vaccination for schizophrenia and other psychiatric conditions. Proc Natl Acad Sci U S A.

[52] Pecci A, Ma X, Savoia A, Adelstein RS (2018). MYH9: structure, functions and role of non-muscle myosin IIA in human disease. Gene.

[53] Jacobelli J, Friedman RS, Conti MA, Lennon-Dumenil AM, Piel M, Sorensen CM, Krummel MF (2010). Confinement-optimized three-dimensional T cell amoeboid motility is modulated via myosin IIA-regulated adhesions. Nat Immunol.

[54] Nangia-Makker P, Shekhar MPV, Hogan V, Balan V, Raz A (2022). MYH9 binds to dNTPs via deoxyribose moiety and plays an important role in DNA synthesis. Oncotarget.

How the deposited data were processed for this re-analysis (not part of the article)

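The hippocampus of young control (8 weeks), middle-aged control (10 months) and quercetin-treated middle-aged (10 months) mice was measured by RNA-seq, with 3 libraries per group and 9 in all. The authors deposited FPKM values with 2 decimals for 22173 genes, of which 18798 had values. The paper names HISAT2 2.0.4, Bowtie2 2.2.5 and RESM on a BGISEQ-500 sequencer, while the submitters' notes name TopHat2, Cufflinks and GRCm38, and which of these made the FPKM is not given in the sources used here. No read counts were used, so no count model was fitted. FPKM carries no absolute depth. Relative depths from 1-read steps of low genes lay between 0.992 and 1.01 (276 to 329 genes per library), and median-of-ratios factors lay between 0.996 and 1.02. For the steps, only values close to each gene's smallest nonzero value entered, so these depths cannot by themselves show equal depth.

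From the FPKM, log2(FPKM + 1) of 13062 genes with at least 1 FPKM in at least 3 of 9 libraries was fitted with limma 3.58.1 (R 4.3.3; empirical Bayes with a mean-variance trend) over all 9 libraries, with 3 contrasts and Benjamini-Hochberg adjusted p under 0.05. For comparisons of groups the paper's statistics section names unpaired t-tests and P under 0.05, and its RNA-seq methods name no separate test or threshold for differentially expressed genes. They name a hypergeometric KEGG test at Q of 0.05 or below. Of 42 gene lists written from background knowledge, 37 had at least 3 tested members and were tested with camera (preset correlation 0.01), camera with an estimated correlation, fry, and fgsea 1.28.0 on signal-to-noise. NK cell, T cell, B cell, mitochondrially encoded and sex-check lists had too few tested members (0, 0, 1, 0 and 1). Enrichment among changed genes used Fisher's exact test, 1-sided, over 5 lists. Distances were tested by exact permutation over 1680 assignments. Modules came from average-linkage clustering of 5000 genes into 11 modules, not from WGCNA. Named genes are, for each contrast, the 10 higher and 10 lower with the largest fold change among called genes whose groups do not overlap (where fewer pass, those, then the smallest p up to 5 per direction), the called members of every list (the 4 with the largest change in longer lists), the 10 heat shock proteins with the largest change, the members of the sex-check and surface-marker lists, and genes the paper names. Coordinates come from a GRCm38.p6 gene table, with a position for 21979 genes. Other genes are named only where a count or a region calls for them.

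The tests of genes and lists were checked on simulated data over 20 runs, with 200 of 13062 genes changed between middle-aged control and young. Of the genes with a log2 change of 0.5, 83.1% were called, and of those with a log2 change of 1, 97.7%. Unchanged genes made up 4.74% of calls. The list of endoplasmic reticulum chaperones, shifted by -0.2, was called by camera in 20 of 20 runs, with a mean of 0.35 other lists called. The simulated genes were independent, so this check cannot show false calls of camera for lists of correlated genes. The simulation of shared controls scaled the residuals by the ratio of their degrees of freedom and left out draws in which a group's residuals stayed together, since they then cancel. Both points were changed after simulated values had been seen, and the covariance was within the simulated range before and after. The design, gene lists and alternatives were fixed before the data were examined. Leaving out young control 3 and middle-aged quercetin 2 together, and leaving out the choroid plexus genes, were added after seeing the data. Other alternatives were another pseudocount (0.1), no filter, a mean of at least 5 FPKM, 2 scalings, each library left out, a replicate block, fits of 6 libraries, other limma settings and thresholds. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The data of flow cytometry, behaviour, protein binding and cultured cells were not analysed here.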

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

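The tests of choroid plexus tissue, of middle-aged control 1, of neighbouring genes and of the Dynlt1 copies were chosen after the results were seen; those of heat shock proteins, shared controls and other splits were set before.

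Young control 3 had 2390 FPKM of Ttr and middle-aged quercetin 2 had 930 FPKM, far above the other 7 libraries, in genes the paper does not discuss. Of 19 measured choroid plexus genes, 19 were higher in both libraries than in the other 7, Ttr, by which these libraries were noticed, included, and genes of 1 tissue rise together; the most abundant after Ttr, Ecrg4 and Kl, had 24.9 and 24.3 FPKM in young control 3. Of these genes, 6 reached 1 FPKM in at least 3 libraries; Kl had 4.31 FPKM or more in all 9, so hippocampal tissue may express it too. Carry-over of choroid plexus tissue at dissection is a candidate explanation, and since the libraries belong to different groups, no biological explanation was tested.

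Genes near each other differed between middle-aged control and young libraries: Tmem181a and Dynlt1f on chromosome 17 changed by -0.73 and -0.86 with age, and Nnt and Tmem267 on chromosome 13 by -0.78 and 1.75. For quercetin against young, Tmem181a, Dynlt1f, Nnt and Pcdhb9 passed too, while Tmem267, Ccl28, Dynlt1b and Pcdhga2 did not pass but had log2 fold changes of 1.54, 0.80, -0.79 and 0.46 (1.75, 0.99, -1.43 and 0.75 with age), and Cdkn1a and Fkbp5 had -0.29 and -0.07 (-0.88 and -0.26 with age). Of 29 age-changed genes with a position, 10 had another within 1000000 bases, Cdkn1a and Fkbp5 included, against a mean of 1.36 in 10000 random sets (share as high 4.0e-04); the number was 0 for quercetin, and 2 of 9 for quercetin against young, which is not beyond chance (share as high 0.0639). Reads moving among the 4 listed Dynlt1 copies is argued against, since their summed FPKM was lower in all 6 middle-aged libraries, at 0.630 times the young mean, but copies outside the table stay open, as do tandem families such as the protocadherins, which cluster by position. A local genetic difference between the young and middle-aged mice, such as between C57BL/6 substrains, which differ at Nnt, may account for part of it, and age itself stays open and was not tested apart from it.

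Genes of protein processing in the endoplasmic reticulum differed between middle-aged controls and the other groups. Without the 12 cytosolic heat shock proteins it holds, the list was still called with a preset correlation, with a largest adjusted p of 0.0296 for age and quercetin, but its median went from -0.0192 to -0.0129 with age and from 0.0423 to 0.0263 with quercetin (adjusted p = 0.681 and 0.586 with an estimated correlation), so these members may carry part of the shift. Without young control 3 and middle-aged quercetin 2 the largest adjusted p was 0.0106, and without middle-aged control 1 it was 0.0101; under a preset correlation these argue against each of the 3 as the whole cause. With an estimated correlation the full list is not called (adjusted p = 0.547 for age), so a shift shared by few co-regulated genes stays open, as does an effect of age or quercetin.

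Age and quercetin fold changes had a covariance of -0.0103 and a correlation of -0.649. These were as low in 3 and 17 of 100 simulations of unchanged groups sharing the middle-aged controls. Of the age-changed genes 9 moved back, against 0 to 2 in these simulations, which have few called genes and so cannot weigh this count. Among other gene groups the paper does not discuss, the glucocorticoid response list had a median log2 fold change of -0.30 with age and 0.23 with quercetin, the microglia list 0.16 with age, and the cholesterol synthesis list 0.16 in quercetin-treated against young libraries. Camera called each with its preset correlation (adjusted p = 2.72e-19, 2.03e-10, 5.75e-09 and 8.83e-18) and none with an estimated correlation (adjusted p = 0.0670, 0.198, 0.275 and 0.124). Each kept its call without any single library, with the quercetin median of the glucocorticoid list at 0.15 without middle-aged control 1 and the microglia median at 0.10 without middle-aged control 3. In quercetin-treated against young libraries the glucocorticoid list was still lower, with a median of -0.11 (camera adjusted p = 6.555e-05, and 0.528 with an estimated correlation).

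For the 48 genes of the F-test, 100 drawn splits of the 9 libraries into 3 groups of 3 were compared. Only the real one, 1 of 100, gave as many, and the highest other gave 14, so a random split rarely gives 48. The splits do not say why the groups differ. A split of 3 against 3 has 10 forms and cannot give a share under 0.05: the real splits gave 30, 22 and 10 genes for age, quercetin and quercetin against young (1 split each as high), and the highest others 0, 1 and 3.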

How the results depend on the processing

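Leaving out young control 3 and middle-aged quercetin 2 together, and leaving out the choroid plexus genes, were chosen after seeing the data. Over all settings, 549 values of the summary results kept their side of the threshold or moved little. Another 76 moved, 18 newly passed and 45 no longer passed. For named genes 2289 kept their side of the threshold, 32 newly passed and 322 no longer passed. Direction was compared for lists, distances and genes called in the main or the other setting, and for the correlation of fold changes, and none reversed. A value called in neither setting counted as kept even where its sign changed. Enrichment among changed genes was compared without direction. The causes were not tested, apart from fewer libraries or other thresholds. FPKM without read counts gives no counting error for low genes. When 1 library was left out, a group had 2 libraries, and the spread was pooled over all groups.

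The counts of 30, 22 and 10 genes for age, quercetin and quercetin against young, and of 48 for the F-test, were 17, 1, 4 and 7 with no filter and 9, 1, 4 and 8 without young control 3 and quercetin 2. The replicate numbers were tested for pairing and did not pair (same-numbered correlations from -0.198 to 0.118); with replicate as a block the counts for quercetin, quercetin against young and the F-test were 13, 6 and 19. Age gave 66 with a mean of at least 5 FPKM. Without the trend age gave 17 and quercetin 2, and with array weights 83 and 34. The fit of 6 libraries gave 14 for quercetin and 4 for quercetin against young. The 3 counts were 5, 1 and 0 with a fold of at least 2 (limma), 7, 3 and 5 at an unadjusted p under 0.05 with that fold, and 1596, 1525 and 823 at an unadjusted p alone. With 1 library left out they ran from 11 (without middle-aged control 1) to 45 (without middle-aged control 2), 0 (without middle-aged control 1; limma, 1112 at an unadjusted p under 0.05) to 29 (without young control 3), and 4 (without young control 3) to 7 (without middle-aged control 3), and the F-test from 11 (without middle-aged control 1) to 31 (without quercetin 1). Of the main genes, 10 for age, 0 for quercetin and 4 for quercetin against young were called without each of the 9 libraries.

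Genes moved back by quercetin, 9, were 1 with no filter, 17 with a mean of at least 5 FPKM, 0 without young control 3 and quercetin 2, and 0 (without middle-aged control 1) to 13 (without middle-aged control 2) with 1 library left out. The genes shared by age and quercetin, also 9, were 21 with array weights, 2 without the trend, 3 with the fits of 6 libraries, 1 with a fold of at least 2 at either p, and 637 at an unadjusted p under 0.05 alone. The correlation of fold changes ran from -0.726 to -0.538.

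As a set, protein processing in the endoplasmic reticulum lost its call with an estimated correlation and with fry (medians -0.0192 for age and 0.0423 for quercetin), and kept it without each library, at medians of -0.0268 to -0.0156 and 0.0277 to 0.0573. Antigen processing lost its call for quercetin with both (median 0.0804) and without the heat shock proteins (0.0598), with 0.0402 to 0.122 over single libraries left out. For quercetin against young it lost its call with both (0.0504), with no filter (0.0331), with a mean of at least 5 FPKM (0.0407), without young control 3 and quercetin 2 (0.0323), and without young control 3 (0.0483) or quercetin 3 (0.0495) alone, with 0.0353 to 0.0679 over libraries. For age it passed without young control 3 and quercetin 2 (-0.0440). Estrogen signaling passed for age with fry (-0.00403). Longevity regulation passed for age without middle-aged control 1 (-0.0207) or 3 (-0.0380), with medians of -0.0380 to -0.00632. The heat shock list kept its calls for age and quercetin under each of these settings. The lists called, 10, 13 and 9, were 1, 1 and 0 with an estimated correlation and 4, 3 and 1 with fry; age gave 17 without young control 3 and quercetin 2, and 11 to 16 (without young control 3) with 1 library left out, quercetin 11 to 16 and quercetin against young 8 to 11.

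Among changed genes, the endoplasmic reticulum list passed for age and quercetin with a mean of at least 5 FPKM (8 and 4 genes) and quantile normalization (4 and 3), and for quercetin with median-of-ratios scaling (3); with 1 library left out it held 0 to 5 for each. Antigen processing passed for age with a mean of at least 5 FPKM (2 genes), with 0 to 2 over libraries. Estrogen signaling for age no longer passed with no filter (1 gene), quantile normalization (2), the block (0), without the heat shock proteins (1) or without young control 3 and quercetin 2 (0), with 0 to 2 over libraries, and for quercetin held 0 to 2. Heat shock proteins no longer passed with no filter (0 and 0), the block (1 and 0) or without young control 3 and quercetin 2 (0 and 0), nor for quercetin with quantile normalization (1), with 0 to 3 and 0 to 2 over libraries.

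The separation on the first component was 0.650 with untransformed FPKM and 3.42 without the choroid plexus genes, and 1.09 to 2.40 with 1 library left out; the distance statistic ran from 0.276 to 1.21. Modules higher in middle-aged controls were 2 with 2000 genes, and lower ones were 0 with 5 modules, 0 with 2000 genes and 1 with a pseudocount of 0.1.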

Differences from the paper's values

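The paper's values below were read by eye from its figure, and its text gives P under 0.05 as a general threshold and none separately for differentially expressed genes; at an unadjusted p under 0.05 the counts here were 1596, 1525 and 823. The paper's Fig. 8B shows about 180 differentially expressed genes for middle-aged control against young, about 92 for quercetin against middle-aged control, and about 37 for quercetin against young, while 30, 22 and 10 were found here. The paper's Fig. 8I shows about 41 genes shared by age and quercetin, about 16 by age and quercetin against young, and about 7 by quercetin and quercetin against young, against 9, 7 and 0 here (limma). The paper's Fig. 8D and 8F show about 16 genes of protein processing in the endoplasmic reticulum for age and about 15 for quercetin, against 2 and 2 here. The paper counted members of a KEGG pathway among about 180 and 92 genes. Here members of a list written from background knowledge were counted among 30 and 22 genes. None of the alternatives set before the data were examined and run for each brought these 8 values within 1.5 times the paper's; for the endoplasmic reticulum counts these were the pseudocount, filters, scalings, block, single libraries left out and the list without heat shock proteins, and not the other thresholds, limma settings or fits of 6 libraries.

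The paper's Fig. 8A gives about 99% of the variance to the first component and about 0.49% to the second, against 24.59% and 16.13% here. The first was within 1.5 times with untransformed FPKM (79.6%) and with the libraries as variables, untransformed (98.5%) or on the log scale (99.7%), and not under the other alternatives set before the data were examined; the second was not under any. The paper's Fig. 8J shows about 3 modules positive in middle-aged and negative in young mice and about 8 the other way, against 1 and 2 here from another clustering method. The first was within 1.5 times with the 2000 most variable genes (2 modules), and the second under none of those alternatives. The paper's Fig. 8G and 8H show enrichment scores of about 0.37 for young against middle-aged control and about 0.44 for quercetin against middle-aged control, against 0.4805 and 0.5439 here. Fig. 8G is titled as middle-aged control over young, and its score was read here in the direction of the paper's text. Both were within the spread with no filter (0.401 and 0.452), and under none of the other alternatives set before the data were examined.

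The paper states that the middle-aged control samples differ from the other groups. The exact permutation test of the distances gave p = 0.206 (1-sided), though these libraries were lowest on the first component and each was nearest to another middle-aged control. The paper states that the genes changed with age and with quercetin concentrate in the same 4 pathways. Here, of these, estrogen signaling passed for age (2 genes, adjusted p = 0.0470) and none for quercetin. That call ended with no filter (1 gene), quantile normalization, the replicate block, without the heat shock proteins (1 gene), without any single young or middle-aged control library or quercetin 2, and without young control 3 and quercetin 2 together, a setting chosen after seeing the data. However, the endoplasmic reticulum list passed for both with a mean of at least 5 FPKM and with quantile normalization, and for quercetin with median-of-ratios scaling, and antigen processing passed for age with a mean of at least 5 FPKM. With 1 library left out, the endoplasmic reticulum list also passed for age without young control 2, middle-aged control 2, quercetin 1 or quercetin 3 and for quercetin without young control 3 or middle-aged control 2, antigen processing for age without young control 2, and estrogen signaling for quercetin without young control 3. The longevity list held no changed gene with all 9 libraries.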

Other observations

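Quercetin-treated libraries had higher interferon response genes than middle-aged controls, with a median log2 fold change of 0.41 over 23 genes (camera adjusted p = 1.90e-08), but no gene passed alone over all tested genes, 5 were higher when adjusted over the list alone, and the adjusted p was 0.606 with an estimated correlation. List scores were -0.0317, 0.320 and 0.439 in quercetin 1, 2 and 3, and -0.341, -0.0733 and -0.108 in middle-aged control 1, 2 and 3. They were -0.1715, 0.299 and -0.331 in young control 1, 2 and 3. Thus quercetin 1 was near middle-aged controls 2 and 3. Against young libraries the quercetin median was 0.32 (camera adjusted p = 7.70e-08, and 0.563 with an estimated correlation). Immediate early genes, which follow neuronal activity or handling, had medians of -0.08 with quercetin and -0.16 in quercetin-treated against young libraries (adjusted p = 0.659 and 0.351 with an estimated correlation); the call for quercetin ended without middle-aged control 2 (median -0.04, camera adjusted p = 0.0616).

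Transcripts of NK cells were near 0: Klrb1c, which encodes NK1.1, had 0.0133, 0 and 0.00667 FPKM in the young, middle-aged control and quercetin-treated groups, and Il2rb 0.0733, 0.117 and 0.0533. Values this low in whole tissue cannot compare the groups or show whether a few NK cells were present. The paper's NK cell results come from flow cytometry of spleen, blood and cultured cells, not from hippocampus. Of the Y-linked genes, Ddx3y and Kdm5d were at most 0.04 FPKM in every library of these female mice, while Eif2s3y had 2.24, 2.45 and 2.31 FPKM and Uty 0.477, 0.537 and 0.443 FPKM in the 3 groups. All 9 libraries showed this alike, and the source of the reads of Eif2s3y and Uty was not tested. Genes of NRF2 and of synaptic plasticity had medians between -0.03 and 0.02 in the 3 comparisons, and neither list was called. Pisd varied among the middle-aged controls, with 135 ± 35.5 FPKM (SD, n = 3) against 46.6 ± 1.39 in young libraries, and Mid1 with 19.0 ± 7.75 against 3.94 ± 0.0839.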
